# Chrom-seq identifies RNAs at chromatin marks

**DOI:** 10.1126/sciadv.adn1397

**Published:** 2024-07-31

**Authors:** Ligang Fan, Wei Sun, Yitong Lyu, Furong Ju, Wenju Sun, Jie Chen, Haiqian Ma, Shifei Yang, Xiaomin Zhou, Nan Wu, Wenkai Yi, Erfei Chen, Rodrigo Villaseñor, Tuncay Baubec, Jian Yan

## Abstract

Chromatin marks are associated with transcriptional regulatory activities. However, very few lncRNAs have been characterized with the role in regulating epigenetic marks, largely due to the technical difficulty in identifying chromatin-associating RNA. Current methods are largely limited by the availability of ChIP-grade antibody and the crosslinking, which generates high noise. Here, we developed a method termed Chrom-seq to efficiently capture RNAs associated with various chromatin marks in living cells. Chrom-seq jointly applies highly specific chromatin mark reader with APEX2, which catalyzes the oxidation of biotin-aniline to label the adjacent RNAs for isolation by streptavidin-coated beads. Using the readers of mCBX7/dPC, mCBX1, and mTAF3, we detected RNA species significantly associated with H3K27me3, H3K9me3, and H3K4me3, respectively. We demonstrated that Chrom-seq outperformed other equivalent methods in terms of sensitivity, efficiency, and cost of practice. It provides an antibody-free approach to systematically map RNAs at chromatin marks with potential regulatory roles in epigenetic events.

## INTRODUCTION

A key mechanism in determining the cellular function and plasticity is the regulation of gene transcription. It is widely recognized that all information required for dictating the transcriptional regulation is embedded in the genome. This information comprises both sequence-based genetic factors and nonsequence-based epigenetic features including histone modifications, DNA methylation, chromatin remodeling, RNA processing and modifications, etc. Histone is the major components of chromatin, which serves as the instructive DNA scaffold to regulate the uses of DNA such as replication and transcription. Histone posttranslational modifications (PTMs) encompassing lysine methylation and acetylation have been found highly correlated with transcriptional activity. Deposition and removal of PTMs are catalyzed by highly specific enzymes. For example, histone H3 lysine 4 monomethylation (H3K4me1) and H3 lysine 27 acetylation (H3K27ac) are strongly enriched at active gene distal enhancers, possibly functional in mediating chromatin long-range interaction and binding of transcription factors (*1*, *2*), and are deposited by histone lysine methyltransferases (KMTs) MLL3/4 and histone lysine acetyltransferases (HATs) CBP/p300, respectively. The precise deposition and the removal of histone modifications are critical for cellular fitness and its response to the external cues, related to organismal development and progression of diseases.

Nevertheless, how epigenetic modifications are regulated remains largely elusive. A growing body of evidence indicates that noncoding RNA (ncRNA) plays an important role of epigenetic regulator. In addition to microRNAs (miRNAs) that directly target and silence genes coding for protein complexes and enzymes participating in chromatin epigenetic modification (*3*, *4*), the large class of long ncRNAs (lncRNAs) can serve as signals for decoding chromatin epigenetic modifications. The lncRNAs can interact with modification enzymes, referred to as histone writers, readers, and erasers, hence facilitating the recruitment of them to certain genetic loci for site-specific transcriptional regulation (*5*–*7*). The aberrant expression of these lncRNAs usually leads to severe diseases. For instance, lncRNA ST3Gal6-AS1 interacts with MLL1 and facilitates deposition of the H3K4me3 signal at ST3Gal6 promoter. During colorectal cancer development, expression of lncRNA ST3Gal6-AS1 and ST3Gal6 is dysregulated, which consequently activates phosphatidylinositol 3-kinase (PI3K)/Akt signaling pathway for driving tumor cell proliferation (*8*). Although it becomes clear that lncRNA is one of the general epigenetic regulators, the number of lncRNAs that are identified and functionally characterized only takes up a tiny portion of the known lncRNAs in our genome (*9*), given that the ENCODE database estimated 172,112 human lncRNA species (*10*). The slow progress of finding more epigenetic regulatory lncRNAs impedes the application of using them as diagnostic or prognostic biomarkers and therapeutic targets.

The currently available methods to interrogate the ncRNAs associated with specific chromatin modifications primarily include Chromatin isolation by RNA purification followed by next-generation sequencin (ChRIP-seq) (*11*), Chromatin-associated RNA immunoprecipitation followed by next-generation sequencing (CARIP-seq) (*12*), Profiling interacting RNAs on chromatin followed by deep sequencing (PIRCh-seq) (*13*), and RT&Tag (*14*). Apart from RT&Tag, the former three of the aforementioned methods share a highly similar principle with minor difference mainly in the means of crosslinking. CARIP used 1% formaldehyde for crosslinking RNA-chromatin, but the reaction only lasted for 1 min, namely, that milder crosslinking was preferred. Thus, the inventor reduced the number of sonication cycles, which they claimed that this modification could preserve more RNA-protein interactions. However, ChRIP-seq applied additional ultraviolet (UV) crosslinking to cells following the 10-min treatment of 1% formaldehyde, in combination of intensive sonication (*15*). Obviously, the inventors of ChRIP-seq believed that double crosslinking would better retain RNA-chromatin interactions, although the impact of crosslinking was not systematically discussed. The inventors of PIRCh-seq were apparently aware of the potential issue of crosslinking and thus had tried different crosslinkers. They ultimately chose 1% glutaraldehyde in PIRCh-seq to replace formaldehyde in crosslinking RNA-chromatin, claiming that it could better capture RNA-chromatin association (*13*). Because of the small number of following studies using these methods, the best crosslinking strategy remained inconclusive, and thus, it is best to develop a method that can avoid the crosslinking step. In addition to crosslinking, another major caveat for all of these methods is the dependency on antibody of high quality, usually validated as chromatin immunoprecipitation (ChIP)–grade. Although the histone PTM specific antibodies are the standard reagents in many research laboratories, it has been well recognized that validation of commercial antibodies is not always rigorous, and thus, the lot-to-lot variability of specificity and binding affinity could confer strong influence on the reliability of the scientific results (*16*). Therefore, to pledge the reliability of the data, the ENCODE consortium demands multiple supporting characterizations, such as dot blot assays, immunoblots, and even mass spectrometry for each antibody lot used in generating the published data (www.encodeproject.org/help/antibody_characterization_process/). To fundamentally circumvent the issues of crosslinking and antibody variability, a novel method with alternative solutions is urgently needed.

## RESULTS

To this end, we were motivated to develop Chrom-seq, a method free of both crosslinking and antibody, to identify RNAs associated with epigenetically modified chromatin. The method was based on proximity biotinylation of nucleic acids through jointly applying the epigenetic reader module proteins with APEX2 to living cells. APEX2, an engineered ascorbate peroxidase, could catalyze the one-electron oxidation of biotin-phenol, a membrane permeable small molecule, to generate short-lived (<1 ms) highly reactive radicals that covalently conjugate onto protein or nucleic acids (*17*). It has been revealed that biotin-aniline (Btn-An) is another substrate of APEX2 but with higher reactivity than biotin-phenol in labeling RNA molecules on the presence of H_2_O_2_ (*18*). So, we determined to use Btn-An as the labeling compound in our method. The epigenetic reader modules are all derived from natural proteins, which are evolutionarily conserved, and have been well validated in previous studies, thus having high affinity and specificity (*16*, *19*). The currently well-established reader modules include chromodomain from CBX7 and *Drosophila* Polycomb (dPC) for H3K27me3 (trimethyl-histone H3 lysine 27), chromodomain from CBX1 for H3K9me3 (trimethyl-histone H3 lysine 9), Plant homeodomain (PHD) from TAF3 for H3K4me3 (data file S1), and the methyl-CpG–binding domain (MBD) from MBD1 and MeCP2 for DNA methylation (mostly are methyl-cytosine at CpG motif; not used in this study) (*19*). To guard the specificity of Chrom-seq, we also verified the association of CBX7 with the epigenetically modified genomic loci (fig. S1A).

To enhance the labeling efficiency, we used a system called SunTag (*20*), in which the epigenetic reader module was fused with 10 copies of SunTag epitopes recognized by the single-chain Fv (scFv) with known sequence. Instead of directly fusing APEX2 to the reader, scFv could bring up to 10 APEX2 molecules to each piece of reader protein, markedly augmenting the focal concentration of the APEX2 enzyme (Fig. 1A). Given the high concentration and enzymatic activity of APEX2, the duration of efficient RNA labeling only took less than 1 min. After Btn-An labeling, the RNA was extracted and purified, and the biotinylated-RNA was subsequently enriched with streptavidin-coated beads. To further mitigate the noise from abundant ribosomal RNAs, polyadenylated [poly (A)^+^] RNA was enriched and primers with randomized sequences were used in the first strand synthesis of cDNA by reverse transcription, followed by template switching and polymerase chain reaction (PCR) amplification to generate the double-stranded DNA library for high throughput sequencing. To call the significantly enriched RNAs, reader-free 10×SunTag was introduced with scFv-APEX2 to cells as control, carried out in parallel with the experiment. We showed that the expression of Chrom-seq components and the introduction of Btn-An did not overtly affect the gene expression pattern in cells (fig. S1B).

**Fig. 1.**
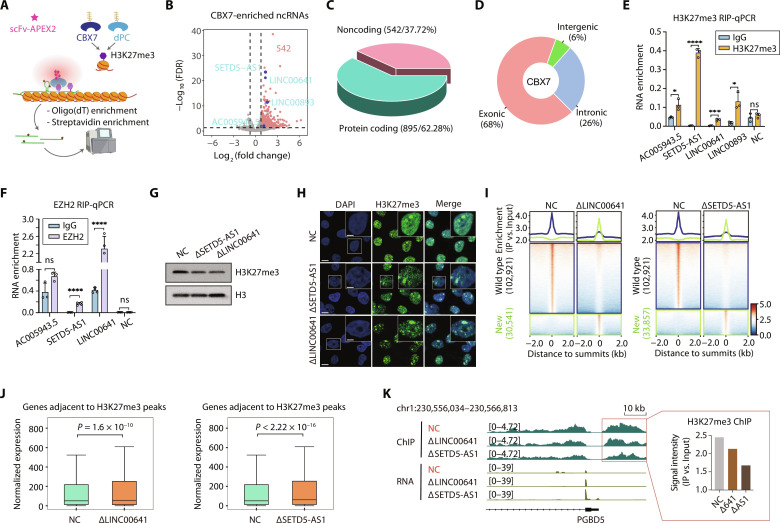
Identification of RNAs associated with H3K27me3 with Chrom-seq. (**A**) Schematic description of the Chrom-seq. Reader (CBX7 and dPC) is used to recognize H3K27me3-modified chromatin. Black stars indicate Btn-An. (**B**) Volcano plot shows the enrichment of ncRNAs in HEK293T cells. Enriched ncRNAs are labeled in red dots (*n* = 542), and the validated RNAs are highlighted in blue. (**C**) 3D pie chart shows the number and percentage of coding and noncoding genes. (**D**) Donut chart shows the proportion of Chrom-seq reads aligned to feature regions classified as exonic, intronic, and intergenic. (**E** and **F**) Validation of candidate genes by RIP-qPCR. RNAs were enriched using H3K27me3 (E) and EZH2 (F) antibodies, respectively. NC, negative control. Statistic *P* values by two-tailed Student’s *t* test are shown. *P < 0.05, ***P < 0.001, and ****P < 0.0001. ns, not significant. (**G**) Western blot of H3K27me3 and H3 in total protein from cells depleted of SETD5-AS1 (∆SETD5-AS1) and LINC00641 (∆LINC00641) using ASOs. (**H**) Confocal fluorescent imaging shows the distribution of H3K27me3 in nucleus (DAPI) in ∆SETD5-AS1, ∆LINC00641, and ASO control (NC) cells. Scale bar on the lower left corner represents a length of 10 μm and 5 μm in the white box inset. (**I**) Profile plots (upper) and heatmaps (lower) represent ChIP-seq signals upon ∆LINC00641 (left) and ∆SETD5-AS1 (right) around wild-type H3K27me3 peaks. (**J**) Box plots show the change of gene expression levels within the ±50 kb range of the H3K27me3 peaks upon ∆LINC00641 (left) and ∆SETD5-AS1 (right). Wilcoxon signed-rank test was performed. (**K**) Genome browser shots show the distribution of ChIP-seq (green) and RNA sequencing (RNA-seq) (yellow) signals from samples of NC, ∆LINC00641, and ∆SETD5-AS1. *PGBD5* gene locus was used as an example. The bar plot shows the quantification of ChIP-seq signal in the designated red box.

As a proof of concept, we first focused on the modification of H3K27me3, one of the most studied epigenetic modifications enriched in repressive regulatory elements. Two distinct reader modules had been developed for ChromID (*19*), chromodomain in mouse CBX7 protein (CBX7 hereafter; amino acids 2 to 76) and dPC protein (dPC hereafter; amino acids 2 to 100) (data file S1). First of all, both reader modules were revealed with high specificity to capture H3K27me3 modified histone in cells, with CBX7 showing higher affinity than dPC (fig. S1C). Then, we aimed to identify RNA species associated with the modified chromatin. By applying Chrom-seq with the CBX7 module, we identified 1437 different RNA species significantly associated with H3K27me3 (log_2_-transformed fold change ≥ 0.75, and false discovery rate (FDR) < 0.05; fig. S1D and data file S2), including 542 ncRNAs (taking up to ~38% of all associated RNAs) (Fig. 1B). When calling significantly associated RNAs, we ensured that sufficient reads were obtained for each sequencing library, showing that more than 80% of the Chrom-seq identified highly confident RNAs could be recovered with ~8 million reads (fig. S1E and data file S3). Next, we examined the list of the 542 H3K27me3-associated lncRNAs and found that many of the previously known regulatory RNAs of H3K27me3 were identified by Chrom-seq, such as H19 (*21*), Nuclear Paraspeckle Assembly Transcript 1 (NEAT1) (*22*), Metastasis Associated Lung Adenocarcinoma Transcript 1 (MALAT1) (*23*), Terminal differentiation-Induced Non-Coding RNA (TINCR) (*24*), and SRY-box transcription factor 2 overlapping transcript (SOX2-OT) (*25*), endorsing the validity of Chrom-seq. Intriguingly, we identified a substantial portion of coding mRNAs also associated with the epigenetic mark (Fig. 1C). Consistently, multiple previous studies have suggested that many mRNAs could function both as templates for protein translation and as RNA enzymes to catalyze biochemical reactions (*26*–*28*). For example, it was reported that >500 mRNAs were revealed interacting with the polycomb repressive complex 2 (PRC2) complex, the specific writer enzyme for H3K27me3 in mammalian cells (*28*, *29*), therefore indicating the dual role of these mRNAs in regulating chromatin epigenetic modifications besides protein coding (*30*). To exclude the possibility that the capture of these RNAs was caused by their high abundance in cells, we showed that the CBX7 Chrom-seq–enriched RNAs displayed significantly lower expression level than the overall distribution of the cellular transcriptome (Mann-Whitney *U* test, *P* < 2.2 × 10^−16^; fig. S1F).

In contrast, dPC only found 702 RNAs significantly associated with H3K27me3 (fig. S2A and data file S2), of which 241 were noncoding (~34% of all associated RNAs, similar to CBX7) (fig. S2, B and C). In both experiments, the mapped reads of Chrom-seq libraries were primarily aligned to exons (68 and 69% for CBX7 and dPC, respectively), with a small fraction of the intronic (26 and 26%) and intergenic (6 and 5%) origins (Fig. 1D and fig. S2D), demonstrating that the signal of Chrom-seq was exclusively from matured RNA instead of genomic DNA contamination, an important indicator of the success of RNA capture. The high portion of matured RNAs in capture preserved regulatory interactions in trans between RNAs and chromatin. When comparing the Chrom-seq results from CBX7 and dPC, we found that CBX7 could capture most of and remarkably more RNA species found by dPC, these including both coding and noncoding transcripts (fig. S2E). The smaller number of captures by dPC than CBX7 was unlikely caused by the cellular abundance of RNAs (fig. S2F) but could be due to its lower affinity to some H3K27me3 loci revealed by the pulldown experiment (fig. S1C). Therefore, we mostly focused on CBX7 data in the subsequent analyses.

To investigate the involvement of ncRNAs in the regulation of epigenetic modifications, we selected several lncRNAs with moderate enrichment levels for validation. These include AC005943.5, SETD5-AS1, LINC00641, and LINC00893 (Fig. 1B). We confirmed the interaction between these lncRNAs and H3K27me3-modified chromatin with RNA immunoprecipitation quantitative PCR (RIP-qPCR). The abundantly expressed lncRNA BCYRN1 was used as negative control. As expected, all of them displayed significant association except the negative control (Fig. 1E). In mammalian cells, deposition of H3K27me3 onto chromatin is mainly catalyzed by the conserved PRC2, comprising the EZH1/2 catalytic subunit, SUZ12, EED, and RBBP7/4 (*29*). Next, we asked whether these lncRNAs played a role in facilitating the recruitment of H3K27me3-specific methyltransferase. By performing RIP using antibody specifically against the EZH2 catalytic subunit, two candidates, SETD5-AS1 and LINC00641, exhibited significant enrichment in the EZH2 pulldown RNAs (Fig. 1F). To further assess the role of these lncRNAs in other cell types, we performed RIP in HCT116 cells, a human colon cancer cell line, using the H3K27me3 and EZH2 antibodies, respectively. The qPCR results confirmed the association of SETD5-AS1 and LINC00641 to H3K27me3 (fig. S3A) and EZH2 (fig. S3B), suggesting the conserved function of lncRNA across different cell types.

To unravel the regulatory role of both lncRNAs, we knocked down the RNA using antisense oligonucleotides (ASOs) (fig. S3C). A slight but significant reduction of H3K27me3 Western blotting (WB) signal was observed in cells deficient of either SETD5-AS1 or LINC00641 (Fig. 1G). Consistently, we also observed diminished immunofluorescent signals reflecting levels of H3K27me3 in knockdown cells compared to mock control (Fig. 1H and fig. S3D).

Subsequently, we examined whether the decrease in epigenetic modification occurred globally or only in certain specific loci that were more significantly affected than others. Therefore, ChIP-seq of H3K27me3 was performed. Most of the H3K27me3 peaks in wild-type cells exhibited a significant reduction of ChIP-seq signal when SETD5-AS1 or LINC00641 was depleted (Fig. 1I), revealing the impact of these lncRNAs on preserving the H3K27me3 signal in the genome. As expected, this epigenetic change was accompanied by significant up-regulation of genes located adjacent to these affected regions (Fig. 1J). Intriguingly, besides the overall decline in H3K27me3 levels across the wild-type peaks, we also observed the emergence of new H3K27me3 peaks at a number of loci (Fig. 1I). This phenomenon could potentially be attributed to an indirect influence of the lncRNA function, which required additional investigations to gain a comprehensive understanding of the underlying regulatory mechanism. The result suggests that these lncRNAs are essential for maintaining the epigenetic landscape of H3K27me3 in the human genome. To better illustrate the change, a genome browser snapshot around the *PGBD5* gene locus was taken for example, showing that H3K27me3 signal around the gene *PGBD5* promoter was notably reduced upon depletion of SETD5-AS1 or LINC00641. Meanwhile, the *PGBD5* gene was activated (Fig. 1K).

It had been reported that H3K27me3-associated RNAs were mostly transcribed from silenced genomic loci (*14*), consistent with our observation that CBX7-captured RNAs showed significantly lower expression level than other genes (fig. S1F). When specifically examining the H3K27me3 and H3K9me3 ChIP-seq signals, we found that H3K27me3-associated transcripts were indeed derived from regions decorated with higher H3K27me3 and H3K9me3 ChIP-seq signals but lower active H3K4me3 ChIP-seq signal at their transcription starting site and gene bodies than nonenriched transcripts (fig. S3E). These results revealed that the association of repressive chromatin regions with transcripts suggests a nonlocal regulatory role of these RNAs. For example, XIST RNA could travel remotely to bring the PRC2 complex to various zones spreading the entire X chromosome for deposition of H3K27me3 and inactivation of transcription (*31*).

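For the H3K9me3 experiments in HEK293T cells, an established human embryonic kidney cell line, 9 Chrom-seq libraries in 3 groups of 3 replicates were analysed. In the CBX1 group, the SunTag epitopes were fused to the chromodomain of CBX1, a heterochromatin protein whose chromodomain binds H3K9me3. In the CBX1_W42A group, the same chromodomain carried the amino acid change W42A. In the control group, the SunTag epitopes had no reader. Cells were labeled 48 hours after transfection, with 500 μM biotin-aniline for 30 min and 1 mM hydrogen peroxide for 1 min. Biotinylated RNA was captured on streptavidin beads, and polyadenylated RNA was reverse transcribed from random primers and sequenced as read pairs. The authors trimmed the reads with fastp, aligned them to hg19 (GRCh37.p13) with HISAT2 and counted them per gene with featureCounts on the GENCODE v19 annotation. They deposited these counts for 57820 genes without normalization. The total count per library was 10839843, 9384373 and 8379542 in control replicates 1, 2 and 3. It was 8704047, 8703898 and 9970364 in the CBX1 replicates, and 11082852, 9304636 and 9347660 in the CBX1_W42A replicates. Genes with at least 1 count numbered from 21709 to 21876 in the control libraries, from 23289 to 23819 in the CBX1 libraries and from 22649 to 23498 in the CBX1_W42A libraries. Noncoding genes, which here are all gene types other than protein coding, took from 3.06% to 3.40% of the counts in the control, from 4.36% to 4.59% with CBX1 and from 3.95% to 4.13% with CBX1_W42A. No pair of replicates held identical counts, and each pair differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 5.16 and 13.2. The counts were normalized by edgeR's TMM method and compared between 2 groups at a time with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized values are given below as CPM, the count relative to the scaled library size. As in the paper's methods, a gene was tested when its count summed over the 6 libraries was above 18, and an RNA was called enriched at a log2 fold change of at least 0.75 and an adjusted p below 0.05. This left 18837 genes for CBX1 against control, 18680 for CBX1_W42A against control and 19360 for CBX1 against CBX1_W42A. The biological coefficient of variation between replicates was 10.5%, 11.7% and 11.1% in these comparisons. The choices that could change the numbers were the test (the paper used DESeq2), the scaling between libraries, the filter on low counts and the minimum fold change.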

Inspired by the results, we applied Chrom-seq to H3K9me3 using the reader component of CBX1 chromodomain (CBX1 hereafter; amino acids 18 to 82) (Fig. 2A and data file S1). First, we confirmed the affinity of CBX1 to H3K9me3-decorated chromatin by immunoprecipitation (fig. S4A). The result of Chrom-seq showed that 1301 RNA species were significantly associated with H3K9me3 (log_2_-transformed fold change ≥ 0.75 and FDR < 0.05; fig. S4B and data file S4), including 626 ncRNAs (Fig. 2B). 

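In the 3 CBX1 libraries against the 3 control libraries, 1330 RNAs were enriched and 64 were depleted by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the thresholds of log2 0.75 and 0.05. Without CBX1 replicate 1, 42 were depleted. The enriched RNAs were 644 noncoding and 686 protein-coding RNAs. Noncoding RNAs thus made up 48.4% of the enriched RNAs and 23.5% of the genes tested. By annotated type, 282 were antisense, 208 lincRNA, 91 pseudogene and 52 processed_transcript genes. The median log2 fold change of the enriched RNAs was 1.39. For 1289 of the 1330, which the call itself selects for higher values with CBX1, each CBX1 library exceeded each control library. Without such a selection, chance separates 3 libraries from 3 in either direction for 10% of genes. DESeq2 on the same genes called 1066 RNAs, 504 of them noncoding, and all 1066 were among the 1330. The alternative that moved the count most was a test of whether the change exceeds log2 0.75, which left 170 RNAs. Across the 6 fits that each left out one library, the count was between 974 and 1219. The noncoding RNA with the smallest adjusted p was AP000695.4, an antisense gene on chromosome 21 from 37818029 to 37904706 of hg19, of whose span 57.0% is free of other genes on its strand. It had 12.3 ± 1.13 CPM (SD, n = 3) with CBX1 and 1.58 ± 0.711 CPM (SD, n = 3) in the control, a log2 fold change of 3.00 (standard error 0.27, adjusted p = 4.88e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next were the pseudogene RP11-599J14.2 on chromosome 12 from 9550951 to 9567447, with a log2 fold change of 1.62 (standard error 0.15), and the antisense gene RP1-167A14.2 on chromosome 6 from 167383114 to 167412553, with 1.21 (standard error 0.12). Among protein-coding genes, CTC-490E21.12, ZNF331, ZNF117 and ANPEP had the smallest adjusted p, 4.88e-06 in that test. Their log2 fold changes were 1.77, 1.27, 2.05 and 2.35. The value was tied, since ALPK3 had the same adjusted p with a log2 fold change of 1.61. ZNF117 shares span with ERV3-1 and CTC-490E21.12 with EGLN2 on the same strand. The endogenous CBX1 gene itself had 540 ± 17.9 CPM (SD, n = 3) with the CBX1 reader and 616 ± 69.3 CPM (SD, n = 3) in the control, a log2 fold change of -0.17 (standard error 0.09, adjusted p = 0.22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the enrichment over the reader-free control at these thresholds, the paper states that the RNAs were associated with H3K9me3.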

Similar to H3K27m3 Chrom-seq, CBX1-captured reads were also mostly derived from annotated exons (68%), excluding the DNA contamination (Fig. 2C). 

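The deposited counts join exons and introns of a gene, so the share of exonic reads was not computed from them. With the paper's numbers of read pairs aligned once in each library (data file S3), the deposited counts amounted to 90.9% to 91.5% of these pairs in the 3 CBX1 libraries and 93.5% to 93.9% in the 3 control libraries. The rest lay outside genes, on the opposite strand or in more than 1 gene. Olfactory receptor genes, which are silent in most cell types and on which genomic DNA would leave reads in proportion to length, gave a level for reads from DNA. Summed over 322 such genes with a total span of 389.6 kb, the CBX1 libraries held 43 counts, or 0.00396 ± 0.00137 CPM per kb (SD, n = 3). The control libraries held 20 counts, or 0.0018 ± 0.00157 CPM per kb (SD, n = 3), with overlapping SDs. The median gain of the CBX1-enriched RNAs over the control was 0.107 CPM per kb of gene span, and 97.5% of them (1297 of 1330) gained more than the olfactory receptor genes held with CBX1.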

Besides the known regulators of H19 (*32*) and MALAT1 (*33*), we confirmed the interaction of a few novel lncRNAs, such as AC004158.2, LINC00662, and RP11-500G22.2 using RIP-qPCR in both human embryonic kidney (HEK) 293T cells (Fig. 2D) and HCT116 cells (fig. S4C). 

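The values of these 5 RNAs in CBX1 Chrom-seq in HEK293T cells are given as mean ± SD of 3 libraries, with the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. H19 (ENSG00000130600.11), annotated as a processed transcript, lies on chromosome 11 from 2016406 to 2022700 of hg19, on the minus strand. With 116 to 200 counts per CBX1 library and 59 to 112 per control library, it had 16.1 ± 3.22 CPM against 8.99 ± 2.13 CPM. Its log2 fold change was 0.86 (standard error 0.19, adjusted p = 0.00566). MALAT1 (ENSG00000251562.3), a lincRNA, lies on chromosome 11 from 65265233 to 65273940 of hg19, on the plus strand. With 29914 to 36837 counts per CBX1 library and 13602 to 18102 per control library, it had 3.48e+03 ± 548 CPM against 1.66e+03 ± 84.7 CPM. Its log2 fold change was 1.08 (standard error 0.10, adjusted p = 9.31e-06). AC004158.2 (ENSG00000261008.2), a lincRNA, lies on chromosome 16 from 72459384 to 72698908 of hg19, on the minus strand. With 119 to 152 counts per CBX1 library and 59 to 78 per control library, it had 13.8 ± 0.788 CPM against 7.59 ± 1.64 CPM. Its log2 fold change was 0.90 (standard error 0.18, adjusted p = 0.00296). LINC00662 (ENSG00000261824.2), a lincRNA, lies on chromosome 19 from 28175488 to 28284848 of hg19, on the minus strand. With 375 to 407 counts per CBX1 library and 164 to 216 per control library, it had 42 ± 2.9 CPM against 21.6 ± 2.46 CPM. Its log2 fold change was 0.98 (standard error 0.12, adjusted p = 6.33e-05). RP11-500G22.2 (ENSG00000226864.1), an antisense gene to ATE1, lies on chromosome 10 from 123687827 to 123711480 of hg19, on the plus strand. With 100 to 154 counts per CBX1 library and 47 to 70 per control library, it had 14.3 ± 2.95 CPM against 6.45 ± 1.01 CPM. Its log2 fold change was 1.17 (standard error 0.19, adjusted p = 0.000798). Of these 5 RNAs, AC004158.2 and LINC00662 share a part of their span with a gene on the same strand (AC092289.1 and CTC-459F4.1), where reads were not counted. Of the span of LINC00662, 96.6% is free of it, and of AC004158.2 all but a small part. For each of the 5 RNAs, every CBX1 library was above every control library, and the adjusted p stayed below 0.05 in all 15 alternative fits, up to 0.0451 for H19 without CBX1 replicate 3. Neither the test of whether the change exceeds log2 0.75 nor the removal of a trend with abundance was among these 15 fits. The log2 fold change of H19 was 0.71 without CBX1 replicate 3 and 0.68 without control replicate 2, and that of AC004158.2 was 0.71 without control replicate 1, all under the threshold of 0.75.

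**Figure D1:**
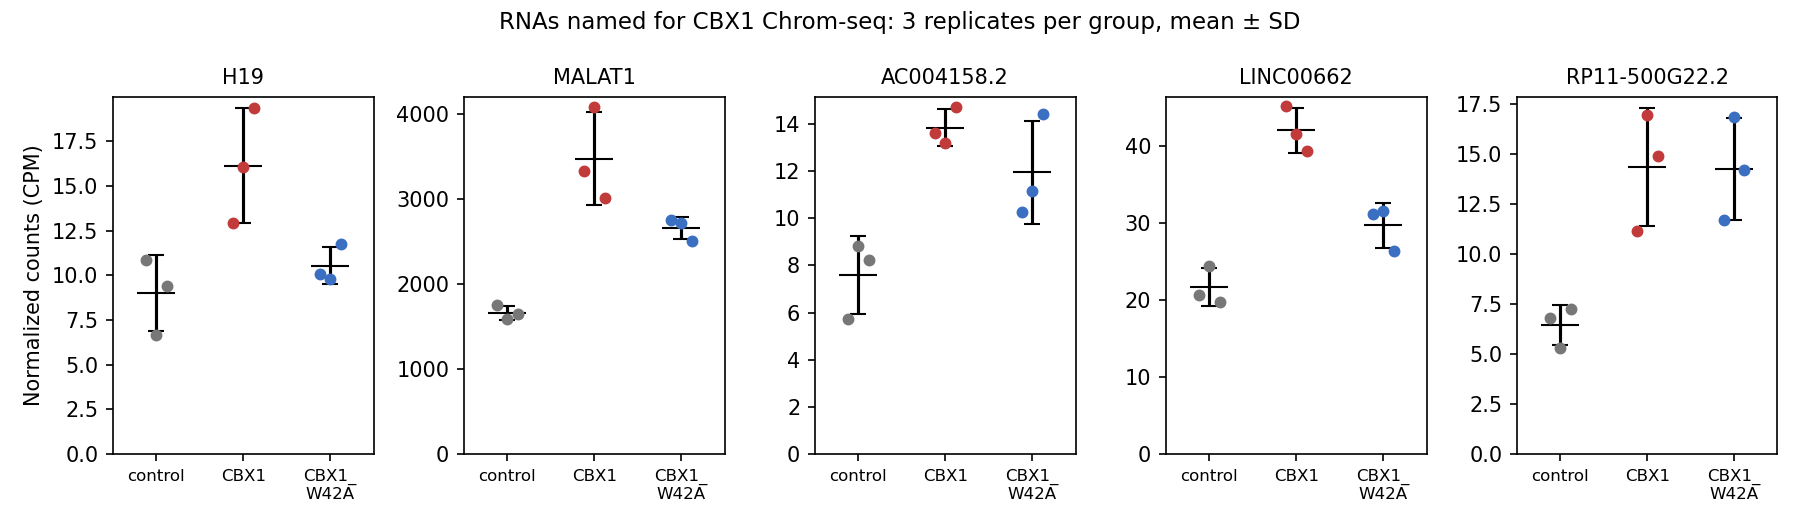
Normalized counts (CPM, vertical axis from 0) of H19, MALAT1, AC004158.2, LINC00662 and RP11-500G22.2 in the control, CBX1 and CBX1_W42A libraries. Each point is 1 of 3 replicates, and the horizontal bar with whiskers is their mean ± SD. The CBX1 points lie above the control points in each panel.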

The deposition of H3K9me3 is catalyzed by a family of SET-domain containing methyltransferases, primarily SETDB1 (*34*), SUV39H1, and SUV39H2 (*35*). Thus, we examined the interaction between SUV39H1 and the candidate lncRNAs with RIP-qPCR and found that all of them significantly bound to the SUV39H1 enzyme in both cell types (Fig. 2E and fig. S4D).

**Fig. 2.**
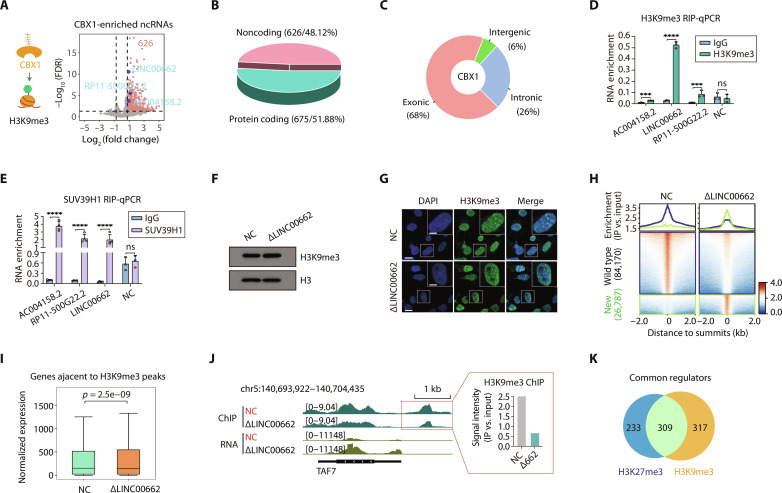
RNAs associated with H3K9me3. (**A**) RNAs were enriched by the CBX1 reader in HEK293T cells. Left: Scheme of CBX1 Chrom-seq. Brown crossed lines indicate 10×GCN4 peptides. Right: Volcano plot shows the enrichment of ncRNAs associated with H3K9me3 modification. Enriched ncRNAs are labeled in red (*n* = 626), and the validated RNAs are highlighted in blue. (**B**) 3D pie chart shows the number and percentage of coding and noncoding genes. (**C**) Donut chart shows the proportion of Chrom-seq reads aligned to feature regions classified as exonic, intronic, and intergenic. (**D** and **E**) Validation of candidate genes by RIP-qPCR. RNAs were enriched using H3K9me3 (D) and SUV39H1 (E) antibodies, respectively. Statistic *P* values by two-tailed Student’s *t* test are shown. ***P < 0.001 and ****P < 0.0001. (**F**) Western blot of H3K9me3 and H3 in total protein from cells depleted of the LINC00662 (∆LINC00662) using ASOs. NC ASO that does not target any sequence. (**G**) Confocal fluorescent imaging shows the distribution of H3K9me3 in nucleus (DAPI) in ∆LINC00662 and ASO control (NC) cells. Scale bars on the lower left corner represent a length of 10 μm and 5 μm in the white box inset. (**H**) Profile plots (top) and heatmaps (bottom) represent ChIP-seq signals upon ∆LINC00662 around H3K9me3 peaks. (**I**) Box plots show the change of gene expression levels within the ±50 kb range of the H3K9me3 peaks upon ∆LINC00662. Wilcoxon signed-rank test was performed. (**J**) Genome browser shots show the distribution of ChIP-seq (green) and RNA-seq (yellow) signals from samples of NC and ∆LINC00662. *TAF7* gene locus was used as an example. The bar plot shows the quantification of ChIP-seq signal in the designated red box. (**K**) Venn diagram shows common ncRNA regulators of H3K27me3 and H3K9me3.

We took one of the top enriched candidates LINC00662 for functional characterization. 

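Among the 644 CBX1-enriched noncoding RNAs, LINC00662 ranked 17 by adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 524 by log2 fold change. By DESeq2 it ranked 17 of 504 by adjusted p and 420 by log2 fold change. Its rank by adjusted p was between 7 and 36 in the fits that each left out one library (7 without control replicate 2, 36 without control replicate 3). By the same adjusted p, MALAT1 ranked 4, RP11-500G22.2 82, AC004158.2 162 and H19 233. LINC00662 was more abundant in the control than most enriched RNAs, at 21.6 CPM against a median of 1.76 CPM over the 1330 enriched RNAs.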

Unlike H3K27me3, when cells were deficient of LINC00662 RNA, we did not observe overt change of H3K9me3 abundance by WB analysis (Fig. 2F). Consistently, we barely detected subtle change at marginal significance with the immunofluorescent imaging assay (Fig. 2G and fig. S4F), suggesting that the impact of this lncRNA was likely to be locus specific. Hence, H3K9me3 ChIP-seq was used, showing a notable reduction of signals around the wild-type peaks when LINC00662 was knocked down (Fig. 2H and fig. S4E). Proximal genes were also consequently up-regulated (Fig. 2I). For example, the enrichment of H3K9me3 at both the promoter and the gene body of *TAF7* was remarkably dampened upon knockdown of LINC00662, consequently boosting the transcription of the nearby *TAF7* gene (Fig. 2J). Analogous to interference against the regulatory lncRNAs of H3K27me3 (Fig. 1I), new H3K9me3 peaks appeared in many loci upon LINC00662 depletion (Fig. 2H), suggesting a role of the lncRNA in maintenance of H3K9me3 landscape.

RNAs associated with H3K9me3 were also mostly transcribed from repressive genomic regions (fig. S4G) and were expressed at a lower level than the overall transcriptome (fig. S4H). When we compared ncRNAs associated with both repressive marks, more than one-third of them (309 of 859) exhibited linkage with both H3K9me3 and H3K27me3 (Fig. 2K). Such a high ratio of overlap could come from multiple sources: On one hand, evidences have emerged that these two repressive marks co-occurred at some developmentally repressed genes and transposable elements (*36*–*38*), and thereby, lncRNAs associated with these bivalent regions were identified; or on the other hand, some lncRNAs were involved in regulation of both epigenetic marks in different loci; furthermore, it had been reported that CBX7 could have some weak affinity toward H3K9me3, especially in cells with low H3K27me3 signals (*39*), so that CBX7 captured some H3K9me3-associated lncRNAs. It is noteworthy that the lncRNAs identified by dPC Chrom-seq, which was revealed with no cross-reactivity with H3K9me3 (*19*), also exhibited significant overlap with CBX1 captures (fig. S4I), providing further support for the hypothesis that these signals likely represent shared regulatory transcripts. In addition, the chromatin-associated proteomes of both marks also substantially overlapped (*19*), together suggesting the possible interplay between these epigenetic modifications in regulating gene silencing.

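The 644 noncoding RNAs enriched with CBX1 here were compared with the noncoding RNAs of the paper's CBX7 list (data file S2). The copy of this list used here held 1436 of its 1437 RNAs and all of its 542 noncoding RNAs. They shared 294 RNAs, which is 45.7% of the CBX1-enriched noncoding RNAs and 33.0% of the 892 RNAs in either set. Over the 4432 noncoding genes tested, of which 522 are on the CBX7 list, chance would give 75.9 shared RNAs, and the odds ratio was 13.1 (one-sided Fisher's exact test, p = 1.13e-132). With a background of 1288 noncoding genes matched on mean count, the odds ratio was 10.2 (one-sided Fisher's exact test, p = 6.35e-58). The 504 noncoding RNAs called by DESeq2 shared 260 with the list. In data file S3 the readers share 1 set of control libraries, so chance deviations of the controls enter both lists. In 20 simulations in which 2 groups with unrelated changes were tested against the same 3 controls, between 35 and 51 noncoding RNAs were shared. The simulated lists were shorter than the real ones, and what they shared was at most 1.25 times the number that chance gives for lists of their sizes, against 3.88 times for the 294.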

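Of the 241 noncoding RNAs on the paper's dPC list (data file S2), 237 were tested in CBX1 against control here, and 154 of these were CBX1-enriched. Chance would give 34.4, and the odds ratio was 14.0 (one-sided Fisher's exact test over 4432 noncoding genes, p = 3.06e-76). Against genes matched on mean count, the odds ratio was 11.6 (one-sided Fisher's exact test, p = 9.81e-33), and with the DESeq2 calls 140 RNAs were shared. Simulated groups with unrelated changes against the same controls shared between 13 and 26 noncoding RNAs in 20 simulations. From lists shorter than the real ones, this was at most 1.48 times the number that chance gives for lists of their sizes, against 4.47 times for the 154. The dPC libraries themselves were not analysed here.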

So far, we have demonstrated the Chrom-seq as a robust and highly efficient method to identify lncRNAs that were associated with various epigenetic marks mediating the transcriptional activity. The major advancement of Chrom-seq compared to the currently available methods to identify RNAs associated with epigenetic modifications—such as PIRCh-seq, ChRIP-seq, CARIP-seq or RT&Tag—is that Chrom-seq no longer depends on antibody capture or covalent cross-linking, both of which are the major sources to cause experimental variation. Besides, the efficiency has also been significantly improved in terms of the number of captured lncRNAs, amount of input material, sequencing depth, and cost (Table 1 and data file S3). In addition, principal components analysis also demonstrated high reproducibility of results from independent replicative experiments (fig. S5A). 

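In the 9 libraries of the H3K9me3 experiment, log2 CPM correlated across 20066 genes with a Pearson r between 0.980 and 0.984 for the 9 pairs of replicates within a group (mean 0.983), and between 0.972 and 0.983 for the 27 pairs from different groups (mean 0.978). These r values are across genes, which are not independent replicates. The first principal component of the 500 most variable genes took 47.5% of the variance. The CBX1 libraries lay between 16.0 and 19.2 on it, the CBX1_W42A libraries between -2.82 and 5.55 and the control libraries between -20.2 and -17.1, so the 3 groups did not overlap. The second component took 10.7%. On it the CBX1_W42A libraries lay at 4.76, 6.01 and 16.4, with replicate 3 farthest out. The CBX1 and control libraries lay between -6.53 and -3.35, so this component separated the CBX1_W42A group from both. Over all 20066 genes, the first component took 31.9% of the variance. Libraries of other readers were not analysed here.

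**Figure D2:**
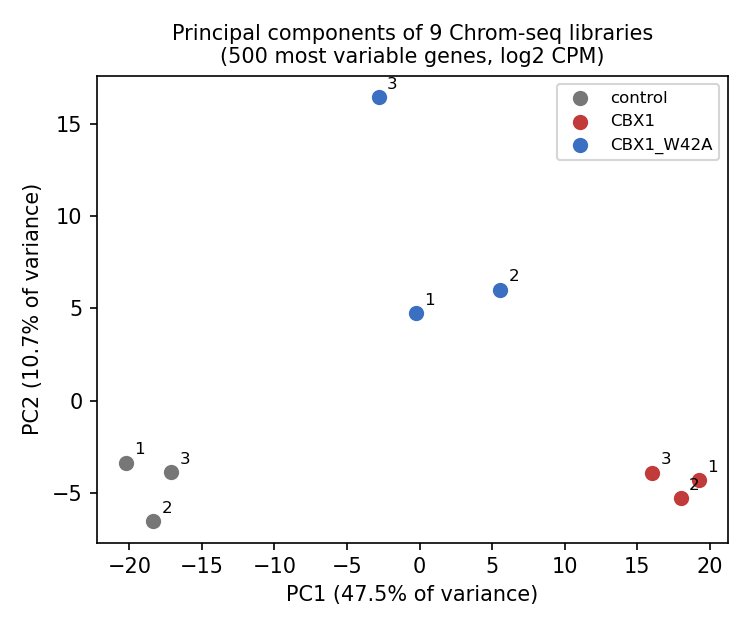
Principal components of log2 CPM over the 500 most variable genes, with the first component on the horizontal axis (47.5% of variance) and the second on the vertical axis (10.7%). Each point is 1 of the 9 libraries, numbered by replicate and colored by group. The CBX1 libraries lie on the right, the control libraries on the left and the CBX1_W42A libraries between them.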

RT&Tag (*14*), which had been most recently developed, made remarkable advancement beyond other equivalent methods, such as RIP-seq/CLIP-seq (Cross-linking and immunoprecipitation followed by next-generation sequencing) and PIRCh-seq/ChRIP-seq, in many aspects, particularly its broad application, crosslinking-free nature, and low cost. It claimed that as few as ~100,000 cells were needed for one assay, which was more than 50-fold fewer than its counterparts. However, the demonstration of RT&Tag in the study (*14*) had only been applied to the *Drosophila* cell that has a much smaller (>20 times) genome size (120 Mb) than the mammalian cells (1.6 to 6.3 Gb) (*40*). Such a method still demanded the high quality of antibody to recognize specific histone modifications, limiting its applicability.

**Table 1.** Comparison of Chrom-seq with antibody-based methods. The comparison includes the amount of cells used for one experiment (input material), and whether covalent crosslinking (crosslinking), ChIP-grade antibody (antibody), or ultrasonication for chromatin fragmentation (sonication) is needed, the amount of next-generation sequencing reads sufficient for analysis of one experiment (sequencing reads), the duration (time), and cost (in U.S. dollars) of one experiment. Note that “Yes/No” means some applications implemented the action while the others did not.

Methods	Chrom-seq	RT&Tag (*Drosophila* cells)	RIP-seq	PIRch-seq	ChRIP-seq	CARIP-seq
**Input material**	0.5 million	0.1 million	10 million	4 million	20 million	10 million
**Crosslinking**	No	No	Yes/No	Yes	Yes	Yes
**Antibody**	No	Yes	Yes	Yes	Yes	Yes
**Sonication**	No	No	Yes/No	Yes	Yes	Yes
**Sequencing reads**	10–15 million	4–8 million	20 million	20 million	50 million	20 million
**Time**	2 days	1–2 days	3 days	3 days	3 days	3 days
**Cost ($)**	25	50	150	225	200	200

To ensure an equitable comparison of applicability, we selected PIRCh-seq for a more focused analysis, given the previous demonstration indicating superior performance of PIRCh-seq over other existing methodologies in mammalian cells (*13*). Because only H3K4me3 data were available for published PIRCh-seq dataset performed in human cells, we performed Chrom-seq using the PHD domain of mouse TAF3 (TAF3 hereafter; amino acids 841 to 932; data file S1) (*19*) to target histone H3 lysine 4 trimethylation (H3K4me3), an epigenetic marker of the active promoter in HEK293T cells (Fig. 3A). As a result, Chrom-seq identified 3316 different RNA species in HEK293T cells (log_2_-transformed fold change ≥ 0.75 and FDR < 0.05; fig. S5B and data file S5), including 1104 ncRNAs (Fig. 3B). Likewise, the reads were mostly aligned to human exons (69.3%; Fig. 3C), verifying their derivation from RNA transcript. Meanwhile, we obtained the PIRCh-seq data of H3K4me3-enriched RNAs in a human embryonic stem cell line H9 (*13*).

**Fig. 3.**
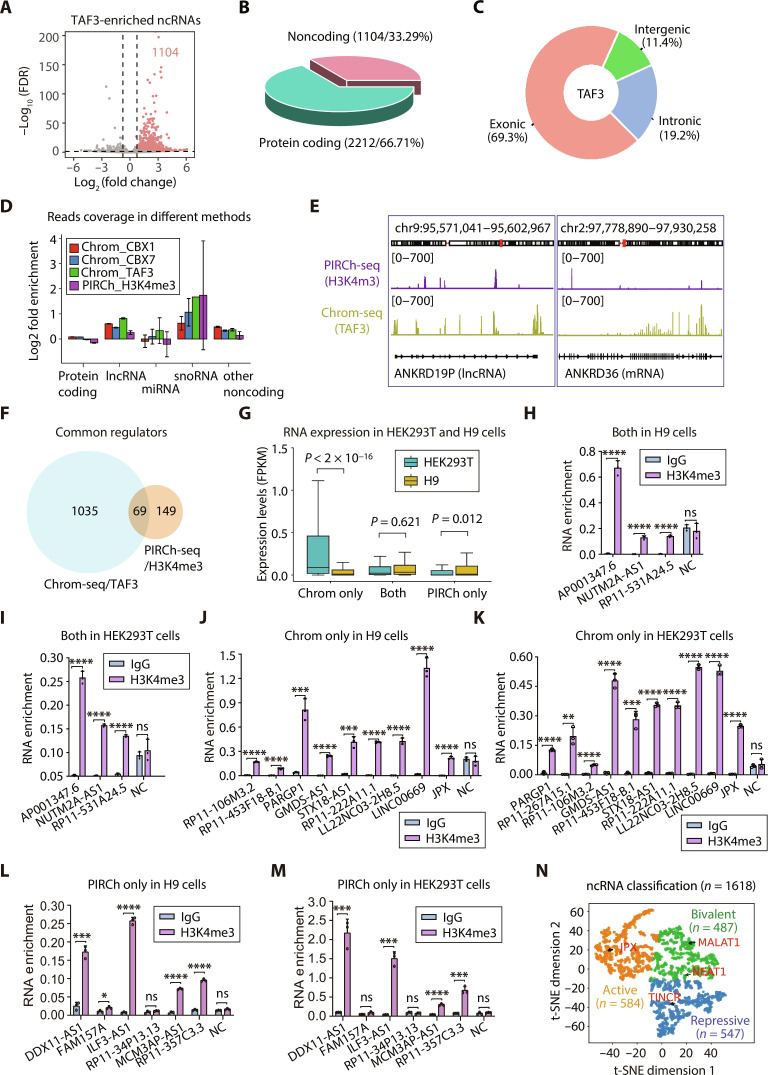
Comparison with PIRCh-seq. (**A**) RNAs enriched by TAF3 reader in HEK293T cells. The volcano plot shows the enrichment of ncRNAs associated with H3K4me3 modification. The number of enriched ncRNAs is 1104. (**B**) 3D pie chart shows the number and percentage of coding and noncoding genes. (**C**) Donut chart shows the proportion of Chrom-seq reads aligned to feature regions classified as exonic, intronic, and intergenic. (**D**) Bar plots show the fold enrichment of the protein coding gene, lncRNA, miRNA, snoRNA, and other ncRNA associated with specific histone modifications (H3K4me3, H3K9me3, and H3K27me3) identified by Chrom-seq in HEK293T or by PIRCh-seq in H9 cells. Error bar indicates the SE. (**E**) Genome browser shots show the distribution of Chrom-seq and PIRCh-seq signals along the gene body of captured RNAs. *ANKRD19P* and *ANKRD36* gene loci are used as examples. (**F**) Venn diagram shows comparison of ncRNAs found by TAF3 Chrom-seq and H3K4me3 antibody-based PIRCh-seq. (**G**) Box plots show the expression levels of RNAs enriched by Chrom-seq and PIRCh-seq in HEK293T and H9 cells, respectively, corresponding to (F). Mann-Whitney *U* test was performed. (**H** to **M**) RIP-qPCR validation of TAF3 Chrom-seq and PIRCh-seq enriched genes in H9 [(H), (J), and (L)] and HEK293T [(I), (K), and (M)] cells, respectively, including genes found by both Chrom-seq and PIRCh-seq [(H) and (I)], those only found by Chrom-seq [(J) and (K)], and those only found by PIRCh-seq [(L) and (M)]. Statistic *P* values by two-tailed Student’s *t* test are shown. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. IgG, immunoglobulin G. (**N**) Classification of ncRNAs according to their association with different chromatin marks in HEK293T cells. Scatter plots show the t-SNE visualization of ncRNA K-means clustering based on their fold enrichment in Chrom-seq.

We first compared the reads coverage showing that Chrom-seq using different reader modules all exhibited significantly higher signal enrichment particularly in lncRNAs and other ncRNAs (Fig. 3D), illustrated in the ANKRD19P and ANKRD36 loci (Fig. 3E). Next, we compared the H3K4me3-associated RNAs identified by the two methods. On the basis of the original publication, the PIRCh-seq used a very relaxed cutoff (log_2_-transformed fold change > 0 and *P* < 0.05) to define the significantly enriched lncRNA. Even so, only 218 ncRNAs were detected, notably fewer than what Chrom-seq identified with a more stringent cutoff (1104 lncRNA species under the cutoff log_2_-transformed fold change ≥ 0.75 and FDR < 0.05). Although the two experiments were conducted in two different cells, Chrom-seq recovered one-third of ncRNAs (69 of 218) found by PIRCh-seq in H9 human embryonic stem cell line (Fig. 3F). The failure of Chrom-seq in finding the remaining 149 H3K4me3-associated ncRNAs could be due to the cell type–specific expression of these RNAs. The 149 ncRNAs specifically identified by PIRCh-seq (annotated as “PIRCh only”) exhibited significantly lower expression in HEK293T cells compared to their abundance in H9 cells (Fig. 3G). Meanwhile, the expression level of ncRNAs unique to Chrom-seq but missing from PIRCh-seq (annotated as “Chrom only”) showed significantly higher expression in HEK293T cells (Fig. 3G).

We further tested some of the interactions in both HEK293T and H9 cells with an orthogonal method, RIP-qPCR. First, we confirmed the H3K4me3-associated lncRNAs found by both methods. As expected, all of them exhibited significant interactions in both cell types (Fig. 3, H and I). Then, we selected nine lncRNAs from the 1035 Chrom-only candidates with high expression in both HEK293T and H9 cells for validation. The RIP-qPCR reaffirmed that these lncRNAs engaged in interactions with H3K4me3 across both cellular contexts, thereby indicating that the PIRCh-seq may have failed to capture these molecular associations (Fig. 3, J and K). On the other hand, we selected six lncRNA candidates from the 149 “PIRCh-only” group, exhibiting moderate to high expression levels in both cell lines, to perform RIP-qPCR. The experimental results revealed that five of these lncRNAs exhibited significant binding to the H3K4me3 histone mark in the H9 cell context (Fig. 3L), of which 4 were also found to be enriched by H3K4me3 in HEK293T cells (Fig. 3M). These findings suggested that PIRCh-seq was able to identify certain lncRNA species that the Chrom-seq method had failed to detect (Fig. 3, L and M), endorsing the complementary nature of the two methodologies. Notably, the moderately expressed lncRNA RP1-34P13.13 in both cell types failed to be validated by RIP-seq, thereby indicating the presence of some false-positive signals generated by the PIRCh-seq technique. Together, the difference shown in Fig. 3F is caused by both the cell type–specific binding and technical variation. Overall, Chrom-seq outperformed existing methods in detecting lncRNA associated with chromatin epigenetic modifications, in addition to its independency of antibody or covalent crosslinking.

## DISCUSSION

So far, we have developed a novel method Chrom-seq to identify RNAs associated with various histone PTMs, both active and repressive, and validated the molecular function of some identified RNAs. We have noticed that some lncRNAs can be associated with multiple different PTMs (Fig. 2K). To further explore the function of the chromatin-associated RNAs, we used *K*-means clustering to classify them based on the type of epigenetic marks, which they were associated with (see Materials and Methods for details). We found that some lncRNAs could even be associated with both active and repressive PTMs, defined as bivalent chromatin-associated RNAs, while others could only interact with one type of PTMs, either active chromatin-associated RNAs or repressive chromatin-associated RNAs (Fig. 3N, fig. S5C, and data file S6). The comprehensive elucidation of the biological functions of these RNAs warrants further investigation in subsequent studies.

Outperforming the currently available methods, such as RIP-seq/CLIP-seq, PIRCh-seq/ChRIP-seq, and even the most recently developed RT&Tag, the Chrom-seq method demanded remarkably lower amount of cells, sequencing reads, and thus strikingly lower cost (Table 1). In addition, our method occurs under near-physiological conditions and avoids small molecule or UV-mediated crosslinking, markedly reducing the nonspecific interactions. ChIP-grade antibody is no longer required, replaced by the physiological reader domains of the targeted marks. On the one hand, this could avoid the large lot-to-lot quality variation of antibody that could lead to strong experimental noise, warned by ENCODE consortium and other scientists (*16*, *41*, *42*). On the other hand, the naturally occurring and engineered reader protein exceeds the antibody in terms of robustness, sensitivity, and specificity, given the million years of evolution for precise control of epigenetic modifications and gene transcription (*16*). We showed that Chrom-seq identified >20 times the number of ncRNAs associated with the same H3K4me3 PTM than PIRCh-seq, caused by low efficiency of either crosslinking or antibody recognition (Fig. 3). Other advantages include that: (i) protein engineering of the reading domains would allow for the generation of higher affinity and specificity, recognition of novel modification such as *N*^6^-methyladenosine (m^6^A) or pseudouridine (Ψ), joint recognition of multiple different domains in one reaction, e.g., bivalent domains, and addition of fluorescent or affinity tags for simultaneous visualization and (ii) lower cost reduced from purchasing ChIP-grade antibody and sequencing makes it feasible for scaling up the analyses in complicated biological systems. We can investigate the regulatory RNAs of various PTMs in a spectrum of tissues in an organism or in cells under different circumstances, as long as they are transfecting host. For example, we applied Chrom-seq to cells of different origins—such as HCT116, NIH3T3, and Neuro-2a—and successfully identified many regulatory lncRNAs in the mouse genome (data file S5).

We also noticed some limitations of Chrom-seq. The Chrom-seq component should be transfected and expressed into the living cells. First, it could be easily applied to transfecting host cells but has difficulty dealing with cells hard to transfect. To address this issue, we are further developing Chrom-seq compatible with protein- or mRNA-mediated delivery of the engineered chromatin reader–APEX components, expecting to broaden its applicability. In addition, the overexpression of Chrom-seq component is also likely to induce certain alteration of cells (observer effect), although we did not detect any overt transcriptional change (fig. S1B). This could still cause the disruption of the interactions between targeted chromatin loci and adjacent RNAs. Furthermore, because the oxidized Btn-An is highly reactive with guanosine, RNA species with more G nucleotide exposed in nonstructural regions could confer bias in APEX2 labeling. These technical variations might partially explain the failure of capturing some lncRNAs (Fig. 3M). Therefore, Chrom-seq and the existing methods could be mutually complementary means to comprehensively find the chromatin-associated RNAs.

For future applications, epigenetic modifications in DNA or RNA could also be targeted using specific reader modules. For example, methylation at carbon 5 within CpG motif of genomic DNA could be recognized by MBD proteins, such as MeCP2, MBD1, etc., which had been established in the ChromID study (*19*). Interest has risen in understanding the function of epigenetic modifications in various RNA species, particularly the abundant ones, i.a., m^6^A (*43*) or pseudouridine (Ψ) (*44*). Specific reader proteins are known, namely, YTHDC1 for m^6^A and the yeast Prp5 RNA helicase for Ψ. Application of ChromID and Chrom-seq to these modifications will no doubt improve the knowledge and visibility of these epigenetic codons, ultimately to refine the central dogma of molecular biology.

## MATERIALS AND METHODS

### Cell culture

HEK293T cells were cultured in the Dulbecco’s modified Eagle’s medium (DMEM; Gibco, 11995040) medium with 10% fetal bovine serum (FBS; Gibco, 10270106). HCT116 cells were cultured in the McCoy’s 5A modified medium (Gibco, 16600082) with 10% FBS. The human embryonic stem cells (H9) were cultured in mTeSRTM1 basal medium (STEMCELL Technologies, 85851) supplemented with mTeSRTM1 supplement (STEMCELL Technologies, 85852). All the culture dishes were coated with Corning Matrigel Matrix (354277) diluted in DMEM/F-12 (Thermo Fisher Scientific, 11330032) at room temperature at least 1 hour before use. In addition, the Gentle Cell Dissociation Reagent (STEMCELL Technologies, 100-0485) was used during H9 cell passage and harvest for cell digestion at 37°C for 3 min. After discarding the supernatant, cells were scraped off and resuspended in the complete mTeSRTM1 medium for downstream usage. A final concentration of 10 μM of Y-27632 (STEMCELL Technologies, 72304) was added to the medium at each passage to inhibit H9 cell differentiation. All cells were cultured at 37°C under 5% CO_2_.

### Plasmid construction

To obtain ACT-scFv-APEX2-P2A-EGFP (enhanced green fluorescent protein) plasmid, the chicken β-actin promoter, scFv and APEX2 fragments were amplified from the ACT-scFv-sfGFP-FokI (our laboratory) and mito-V5-APEX2 (Addgene, 72480) plasmids as templates using the primers in data file S1, respectively. Then, three fragments were cloned into pcDNA3.1-P2A-EGFP vector using the recombinase (ClonExpress Ultra One Step Cloning Kit, Vazyme Biotech, C115-02), fused to the N termini of EGFP immediately following the chicken β-actin promoter. To clone pcDNA3.1-readers-10×GCN4-P2A-mCherry plasmids, we first synthesize the 10×GCN4-P2A-mCherry fragment and insert it into pcDNA3.1 vector to generate pcDNA3.1-10×GCN4-P2A-mCherry vector using the primers in data file S1. Then, CBX7, dPC, CBX1, and TAF3 reader modules were generated by PCR using the templates including CBX7-BASU, dPC-BASU, CBX1-BASU, and TAF3-BASU from T.B.’s laboratory (*19*) using the primers in data file S1, respectively. Then, the resultant PCR products were constructed into pcDNA3.1-10×GCN4-P2A-mCherry plasmid using the recombinase (ClonExpress Ultra One Step Cloning Kit, Vazyme Biotech, C115-02), fused to the N termini of mCherry, following the cytomegalovirus promoter.

### Chrom-seq

HEK293T cells were seeded in the 12-well plates. Both ACT-scFv-APEX2-P2A-EGFP and pcDNA3.1-readers (CBX7, dPC, CBX1, and TAF3)-10×GCN4-P2A-mCherry plasmids were transfected into the HEK293T cells at 80% confluency to coexpress the reader-GCN4 and scFv-APEX2 fusion protein. Reader-free empty vector was used for a negative control. After incubating for 48 hours, fresh medium was changed supplemented with 500 μM Btn-An (Iris Biotech GMBH, LS-3970), and cells were incubated at 37°C under 5% CO_2_ for 30 min. H_2_O_2_ (Anaqua, 7722841) was then added to each well to reach a final concentration of 1 mM with gentle shaking for 1 min. The reaction was quenched by replacing the medium with an equal volume of quenching buffer [5 mM Trolox and 10 mM sodium ascorbate in Dulbecco’s phosphate-buffered saline (DPBS)]. Cells were washed with quenching buffer for three times before proceeding to RNA experiments. One milliliter quenching buffer with 4 μl of Ribolock ribonuclease (RNase) inhibitor (Thermo Fisher Scientific, EO0384) was added to each well. The cells were then scrapped off 12-well plates, transferred to 1.5-ml tubes, and centrifuged at 1000 rpm for 2 min to pellet down cells. The supernatant was then removed, and the total RNA was extracted from cells using the TaKaRa MiniBEST Universal RNA Extraction Kit (TaKaRa, 9767).

The Pierce streptavidin magnetic beads (Thermo Fisher Scientific, 88816) were used to enrich biotinylated RNAs (with an amount of 4 μl of beads per 10 μg of RNA). In general, ~20 μg of RNA was sufficient for generating high-quality Chrom-seq sequencing library. The beads were first washed three times in buffer A [5 mM tris-HCl (pH 7.5), 0.5 mM EDTA, 1 M NaCl, and 0.1% Tween 20 (Sigma-Aldrich, P9416)], followed by two times in buffer B (0.1 M NaOH and 0.05 M NaCl), and one time in buffer C (0.1 M NaCl). Then, beads were resuspended in 150 μl of 0.1 M NaCl and incubated with 150 μl of RNA (diluted in RNase-free water) for 2 hours at 4°C on a rotator. After incubation, the supernatant was removed, and the beads were washed three times in buffer A and resuspended in 54 μl of nuclease-free H_2_O. Subsequently, 33 μl of 3× proteinase buffer (100 μl of buffer contained 30 μl of 10× PBS (pH 7.4) (Invitrogen, AM9625), 30 μl of 20% *N*-Lauryl sarcosine sodium solution (Sigma-Aldrich, L7414), 6 μl of 0.5 M EDTA (Invitrogen, AM9260G), 1.5 μl of 1 M dithiothreitol (DTT; Thermo Fisher Scientific, R0861) and 32.5 μl of water) were respectively added to the beads supplemented with 10 μl of proteinase K (20 mg/ml; Invitrogen, AM2548) and 3 μl of Ribolock RNase inhibitor. The mixture was incubated at 42°C for 1 hour, followed by 55°C for 1 hour on a Thermoshaker (Eppendorf). The enriched RNA was then purified using the “RNA Clean and Concentrator 5” Kit (Zymo Research, R1016). For Chrom-seq library preparation, poly (A)^+^ RNA was selected using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490L) to perform the Smart-seq3 procedure (*45*) with minor modification, including that poly (A)^+^ RNA was fragmented at 85°C for 7 min instead of treating cDNA with the Tn5 and that oligo dT primer was replaced with N6 random primer in the reverse transcription reactions. Briefly, poly (A)^+^ RNA was fragmented at 85°C for 7 min in 5×Maxima H RT buffer [125 mM tris-HCl (pH 8.0), 150 mM NaCl, and 12.5 mM MgCl_2_] with 20 μM N6 random primer. The fragmented RNA was then used to synthesize the first strand of cDNA using the reverse transcriptase (Thermo Fisher Scientific, EP0753) in TS buffer [8 mM DTT, 1 mM deoxynucleotide triphosphate (dNTP), 1 mM guanosine 5′-triphosphate, 2 μM template-switching oligonucleotide (TSO) primer (data file S1), and RNase Inhibitor (100 U/μl)] with a template-switching progress. Immediately, the following procedure was done: 42°C for 90 min with one cycle, 50°C for 2 min, 42°C for 2 min with 10 cycles, and 85°C for 5 min to inactivate the enzyme. Subsequently, cDNA was cleared using the DNA Clean Beads (Vazyme Biotech, N411-02) to generate the DNA library by RCR amplification using the NEBNext Ultra II Q5 Master Mix (NEB, M0544L) and primers (data file S1) for high throughput sequencing. Last, the resultant libraries were purified using the DNA Clean Beads, followed by sequencing using the NovaSeq 6000 S4 PE150 of Illumina platform (Biopharmaceutical Public Service Platform, Nanjing).

### RNA sequencing

For RNA sequencing (RNA-seq) library preparation, total RNA was extracted from cells using the TaKaRa MiniBEST Universal RNA Extraction Kit. Then, the poly (A)^+^ RNA was enriched using the NEBNext Poly(A) mRNA Magnetic Isolation Module to construct the RNA-seq library according to the progress of Chrom-seq library. Subsequently, the resultant libraries were sequenced using the NovaSeq 6000 S4 PE150 of Illumina platform (Biopharmaceutical Public Service Platform, Nanjing).

### ChIP-seq

To validate the function of lncRNA, ASOs including ASOSETD5-AS1, ASOLINC00641, and ASO LINC00662 were transfected into HEK293T cells grown on the six-well plates, respectively. ASOXNC23 was used for the negative control (sequence in data file S1). After 48-hour incubation, 1% formaldehyde (Sigma-Aldrich, F8775) was added into each well to crosslink the cells for 10 min with a slight shaking at room temperature. The crosslink reaction was quenched with ice-cold PBS containing a final concentration of 0.125 M Glycine with a gentle shaking for 5 min. The cells were washed twice with 5 ml of cold PBS and scrapped off the plate. The cells were transferred to 15-ml tubes and pelleted by centrifuging at 500*g* for 5 min. Cells were then resuspended with 10 ml of hypotonic lysis buffer [1 mM EDTA, 10 mM KCl, 20 mM Hepes (pH 7.9), 10% glycerol, and 1 mM DTT, 1× Protease inhibitors (Roche)] for 15 min with a mild shaking and spun down at 500*g* for 5 min at 4°C. For sonication, every 10 million cells were lysed with 1 ml of radioimmunoprecipitation assay (RIPA) buffer [140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 10 mM tris-HCl (pH 8.0), and 1× Proteinase inhibitor (Roche)]. Lysate was then sonicated until the chromatin size at ~300 to 600 base pairs, and the lysate was clear. Covaris M220 sonicator was applied with the following settings: peak power of 75, duty factor of 5%, and cycles/burst of 200, duration for 5 min. The lysates were then spun down at 20,000*g* for 10 min at 4°C. Supernatants were diluted with RIPA buffer, and 50 μl of sample was set aside as an input. The remaining supernatants were incubated with H3K27me3 (Abcam, ab192985) or H3K9me3 (Abcam, ab8898) antibody overnight under rocking in cold room (4°C). On the following day, Pierce Protein A/G Plus Agarose beads (Thermo Fisher Scientific, 20423) that were blocked with RIPA containing 0.5% bovine serum albumin (BSA) were added into the samples followed by incubation for 2 hour in cold room under rocking. The beads were then washed three times with RIPA buffer, followed by two times in RIPA buffer with 0.5 M NaCl, once in LiCl buffer [250 mM LiCl, 1 mM EDTA, 0.5% IGEPAL CA-630, 0.1% sodium deoxycholate, and 10 mM tris-HCl (pH 8.0)], and twice in ice-cold Tris-EDTA (TE) buffer. Each time, the beads were sustaining for 5 min with a gentle rock. After washing, both the beads and input sample were added with 150 μl of extraction buffer [1% SDS in 1× TE, 12 μl of 5 M NaCl, and 10 μg of RNAse A) and incubated at 37°C for 1 hour with a shaking. Next, 20 μg of Proteinase K was added to the samples for incubation at 65°C overnight with thermoshaking. DNA was isolated by performing a phenol/chloroform/isoamyl alcohol extraction to prepare the ChIP-seq library using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645). The library was sequenced using the NovaSeq 6000 S4 PE150 of Illumina platform (Nanjing).

### RNA immunoprecipitation

RIP assay was performed according to previous description by Rinn *et al.* (*46*). The specific process is as follows: 10 million cells were harvested by trypsinization and resuspended in 2 ml of PBS, 2 ml of freshly prepared nuclear isolation buffer [1.28 M sucrose, 40 mM tris-HCl (pH 7.5), 20 mM MgCl_2_, and 4% Triton X-100] and 6 ml of nuclease-free water on ice for 20 min with frequent mixing. Nuclei were centrifugated at 2500*g* for 15 min. Nuclear pellet was resuspended in 1 ml of RIP buffer [150 mM KCl, 25 mM tris (pH 7.4), 5 mM EDTA, 0.5 mM DTT, 0.5% IGEPAL CA-630, 1× Proteinase inhibitor, and Ribolock RNase inhibitor (100 U/ml)]. Resuspended nuclei were mechanically sheared using a dounce homogenizer with 20 to 30 strokes. Nuclear membrane and debris were spun down at 13,000 rpm for 10 min. Supernatant (50 μl) was set aside as an input. The remaining supernatants were divided into two fractions of 500 μl each [for immunoglobulin G (IgG) control and specific antibody]. One of antibodies including H3K27me3 (Abcam, ab192985), H3K9me3 (Abcam, ab8898), and IgG (Abcam, ab171870) was added to each supernatant and incubated overnight at 4°C with gentle rotation. Pierce Protein A/G Plus Agarose beads (20 μl) were added and incubated for 2 hours at 4°C with gentle rotation. Beads were then pelleted at 2500 rpm for 1 min, and the supernatant was discarded. Beads were washed with 500 μl of RIP buffer for three times, followed by one time in PBS, each time for 5 min with a gentle rocking. Beads were resuspended in 1 ml of TRIzol RNA extraction reagent (Invitrogen, 10296010) to isolate the coprecipitated RNAs according to the manufacturer’s instruction. The cDNA was synthesized by performing the reverse transcription using the HiScript II Q RT SuperMix for qPCR (+gDNA wiper) Kit (Vazyme, R223-01). Subsequently, quantitative PCR was performed using the ChamQ Universal SYBR qPCR Master Mix (Vazyme, Q711-02) with the primers specified in data file S1. The results were analyzed using the GraphPad Prism software (v 9.0).

### Western blot

Cells were rinsed once using DPBS (Thermo Fisher Scientific, 14190235) in the 12-well plates, and four wells of cells were collected together as one sample for further treatment. Each sample was then lysed at room temperature for 30 min using 200 μl of RIPA buffer [140 mM NaCl, 1 mM EDTA (pH 8.0), 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, and 10 mM tris-HCl (pH 8.0)] containing 2% benzonase (Beyotime, D7121-25KU). The lysate was centrifuged at 12,000 rpm for 2 min. The supernatant was transferred to 1.5-ml tubes, and the protein concentration was measured using the PierceTM BCA Protein Assay Kit (Thermo Fisher Scientific, 23227). After normalizing the protein concentration, the samples were mixed with loading buffer and denatured at 95°C for 10 min. An equal amount of protein was loaded into an SDS–polyacrylamide gel electrophoresis gel (Beyotime, P0468) for electrophoresis followed by polyvinylidene difluoride (PVDF) membrane (Bio-Rad, 1620177) transferring. The Mini-PROTEAN Tetra Cell (Bio-Rad, 1658004) was used in both the electrophoresis and membrane transferring process, and the Power Pac Basic Power Supply (Bio-Rad, 1645050) was used as the power supply equipment. The gel electrophoresis was performed in tris-glycine buffer (0.025 M tris (Trizma base, VETEC, V900483), 0.25 M glycine (Sigma-Aldrich, 50046), and 0.0035 M SDS (Sangon Biotech, A600485) for around 1.5 hours at the voltage of 120 V. The Western blot transfer was conducted in the transfer buffer [0.025 M tris and 0.2 M glycine) containing 10% methanol (Anaqua Global International, MA-1291) for 45 min at the voltage of 200 mA. In addition, Tris Buffered Saline with Tween 20 (TBST) buffer was used to wash the PVDF membrane. The Bio-Rad ChemiDoc Imaging System and Fiji (v 2.14.0) were used for the visualization and quantification of the Western blot signal. The H3K9me3 (diluted 1:2000; Active Motif, 39161), H3K27me3 (diluted 1:1000; Abcam, ab192985), and the Histone 3 primary antibody (diluted 1:1000; Beyotime, AF0009) were used in this assay. The horseradish peroxidase (HRP)–labeled Goat Anti-Mouse IgG (H+L) (diluted 1:3000; Beyotime, A0216) and HRP-labeled Goat Anti-Rabbit IgG (H+L) (diluted 1:3000; Beyotime, A0208) were used as the secondary antibodies. The SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, 34094) was used for the chemiluminescence.

### Immunofluorescence microscopy

HEK293T cells grown on the coverslips (18 mm; Nest, 801011) were first transfected with ASOs including ASOXNC23, ASOSETD5-AS1, ASOLINC00641, and ASO LINC00662 for 48 hours to knock down the corresponding gene expression before immunofluorescence (sequence information in data file S1). Cells were rinsed with warm PBS and fixed in 4% paraformaldehyde (Biosharp, BL539A) at room temperature for 30 min. Permeabilization was performed twice with Phosphate-buffered saline with Tween 20 (PBST) containing 0.1% Triton X-100 (Sigma-Aldrich, X100) and 0.01% Tween (Sigma-Aldrich, P9416) for 10 min each time. After blocking with 1% BSA for 30 min, rabbit antibodies against H3K9me3 (diluted 1:500; Abcam, ab8898) and H3K27me3 (diluted 1:500; Abcam, ab192985) were used as the primary antibodies for incubation with permeabilized cells overnight at 4°C. Cells were then washed three times with PBST before incubation with the secondary antibodies. The following procedures, including the usage of secondary antibody and (DAPI), were conducted under darkness. Goat anti-Rabbit IgG HL Alexa Fluor 488 (diluted 1:500; Abcam, ab150077) was used by incubating with the slides at 37°C for 1 hour, and the slides were also counterstained with DAPI (1 μg/ml; Invitrogen, D3571) for 10 min followed by three times washed with PBST before being mounted with Antifade Mountant (ProLong Glass Antifade Mountant, Invitrogen, P36982). Hereafter, the pictures were taken with the laser scanning confocal microscope (Nikon A1HD25, at TBSC, City University of Hong Kong). All images were analyzed with Python (3.11.3) package OpenCV (4.8.0). Briefly, to eliminate the difference of brightness in different images, all images were normalized on the basis of the distribution of the brightness, namely, setting the brightness values of the image background and the brightest point to 0 and 255, respectively. To obtain the individual cell profile, a global threshold was applied to depict individual nucleus, followed by the watershed algorithm (Serge Beucher and Christian Lantuéj workshop on image processing, real-time edge and motion detection, 1979) to separate overlapping and adhering cells. The area with the fluorescence signal above the threshold (77 of 255 in this case) was recognized as positive stained area. By combining all positive areas within one cell divided by the total area of the cell, the term “fluorescence density” could be defined. Then, fluorescence density of multiple cells (H3K27me3: NC group, *n* = 179; ΔSETD5-AS1, *n* = 83; ΔLINC00641, *n* = 110. H3K9me3: NC group, *n* = 53; ΔLINC00662, *n* = 52) for one experiment was collected for comparison. Student’s *t* test was used to assess the significance of difference between different experiments.

### Chrom-seq data analysis

For Chrom-seq, we performed initial quality control of the sequencing data using FastQC (v0.11.8). In our library construction, Read1 had the sequence “NNNNNNNNGGG” at the 5′ end, and Read2 had “NNNNNNNNCCC” at the 3′ end. Subsequently, we trimmed these sequences using fastp (v0.23.1) with the parameters: fastp -A -f 11 -f 0 -t 0 -t 11. The trimmed reads were then aligned to the hg19 (GRCh37.p13) or mm10 (GRCm38.p6) genome using HISAT2 (v2.1.0) with the parameter: hisat2 --no-unal. The aligned reads were converted to BAM files and sorted using SAMtools (v1.11). Replicates BAM files were merged and then converted to BigWig files and normalized for visualization in Integrative Genomics Viewer (IGV, v2.16.1) using deepTools (v3.5.1) with the parameters: bamCoverage -bs 10 –normalize using reads per kilobase per million mapped reads (RPKM). To obtain raw read counts, we quantified the aligned reads using featureCounts (v2.0.1) based on the GENCODE v19 or vM25 annotation. 

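In the deposited counts of the CBX1, CBX1_W42A and control libraries, the length given for each of the 57820 genes was its whole span from start to end, introns included. Of the 7910 genes that lie inside another gene on the same strand, 0 had a count in any of the 9 libraries. Of the 9345 genes that lie inside a gene on the opposite strand and overlap no gene on their own strand, 3771 (40.4%) had counts, against 11579 (47.1%) of the 24588 genes that overlap no other gene. In these counts, therefore, reads of opposite strands were kept apart, reads in introns were counted for their gene, and reads lying in more than 1 gene of the same strand were counted for none. A gene that shares part of its span with a gene on the same strand was counted over the rest of its span.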

To filter out lowly expressed genes, we screened out genes with the sum of the raw count >18 (i.e., average of three per sample) in three replicates of treated and control groups, and then differential expression analysis was performed using DEseq2 (v1.34.0) with threshold: log_2_-transformed fold change ≥ 0.75 and FDR < 0.05. The volcano plots for visualization of differential expression analysis results were generated using R packages ggplot2 (v3.4.2), RColorBrewer (v1.1-3), and ggrepel (v0.9.3). For RNA-seq data analysis, we conducted the same pipeline as the Chrom-seq.

To determine the proportion of Chrom-seq reads in features, we used QualiMap (v2.2.1) with the parameters: qualimap rnaseq -a uniquely-mapped-reads -p strand-specific-forward -pe -s. Donut chart was generated using R package webr (v0.1.5). In the three-dimensional (3D) pie chart, the number of protein coding and ncRNAs were screened by gene type under the threshold of log_2_-transformed fold change ≥ 0.75 and FDR < 0.05. The 3D pie charts were generated using R package plotrix (v3.8-2). To compare RNAs enriched in reader module with the overall expression level in the cellular transcriptome, raw counts of untreated HEK293T cells quantified by featureCounts were converted to fragments per kilobase of transcript per million mapped reads (FPKM) values. Box plots depicting the expression levels of RNA enriched or nonenriched in reader modules were generated using R packages ggplot2, tidyverse (2.0.0), and reshape2 (v1.4.4). For correlation analysis between Chrom-seq component expression and gene expression in cells, raw counts of untreated HEK293T and CBX7 module experimental groups were converted to FPKM values and log_2_-transformed. Normality tests were performed, and scatter plot was generated using R packages ggplot2, ggpubr (v0.6.0), ggExtra (v0.10.0), and Spearman’s ρ and *P* value were calculated using ggpubr stat_cor function. To assess changes in genes near histone modification peaks upon depletion of lncRNA, genes adjacent to histone modification peaks were obtained using bedtools (v2.30.0) closest, and gene expression levels are normalized by DESeq’ RLE (relative log expression). To ensure an adequate number of reads in Chrom-seq sequencing libraries, we used sequencing libraries with varying reads to identify ncRNAs. Line chart was generated using Python (v3.8.0) package matplotlib (v3.4.2).

To compare the H3K4me3-associated RNAs identified by Chrom-seq and PIRCh-seq, we downloaded H3K4me3 PIRCh-seq data of H9 cells from the Gene Expression Omnibus (GEO) database (GSE119006). The raw reads were aligned to the hg19 genome using HISAT2 and quantified using featureCounts based on the GENCODE v19 annotation. To filter out lowly expressed genes, we screening out genes with the sum of the raw count >12 (i.e., average of three per sample) in two replicates of treated and control groups, and differential expression analysis was performed using DESeq2 with threshold: log_2_-transformed fold change > 0 and *P* value < 0.05. Bar plots depicting ncRNA types based on GENCODE annotation were generated using R packages ggplot2 and tidyverse. To compare the abundance of ncRNAs identified by PIRCh-seq and Chrom-seq in H9 and HEK293T cells, raw counts of untreated H9 and HEK293T cells quantified by featureCounts were converted to FPKM values. The expression levels of H3K4me3 PIRCh-seq and TAF3 Chrom-seq enriched or nonenriched RNAs were extracted from FPKM converted counts.

To classify chromatin-associated ncRNAs, we merged the ncRNAs in HEK293T cells identified by CBX1, CBX7, and TAF3 readers in Chrom-seq into a union set and transformed into a 1618 by 3 matrix. Rows in the matrix represent ncRNAs identified by Chrom-seq, columns in the matrix represent histone modifications represented by different readers, and each element in the matrix represents the log_2_ fold enrichment of the corresponding ncRNA on a specific histone modification. Subsequently, t-distributed stochastic neighbor embedding (t-SNE) dimensionality reduction and K-means clustering analysis were performed to divide ncRNAs into three clusters. For each cluster, the relative contribution of chromatin-associated RNAs to each histone modification was evaluated, defining the clustering status as repressive, bivalent, and active. Figure 3N and fig. S5C were generated using Python package seaborn (v0.11.2). This section of the analysis refers to PIRCh-seq (*13*).

### ChIP-seq data analysis

For ChIP-seq, the preliminary quality control of the sequencing data was performed using FastQC. Cutadapt (v3.3) was used to remove adapter from the sequencing reads. Subsequently, the trimmed reads were then aligned to the hg19 genome using Bowtie2 (v2.4.2) with the parameter: bowtie2 --no-unal. PCR duplicates were removed using GATK MarkDuplicates (v4.1.9.0) with the parameters: gatk MarkDuplicates --REMOVE_DUPLICATES true. The replicates BAM files were merged, and peak calling was performed using MACS2 (v2.2.7.1) with the parameters: macs2 callpeak -f BAMPE -g hs. The BedGraph files were generated by the peak calling result and converted to BigWig files using bedGraphToBigWig for visualization in IGV. Then, IP divided by input to obtain the combined tracks by using the IGV tools (combine data tracks).

To demonstrate changes in histone modification peaks upon depletion of lncRNA, the BAM files of histone and depleted lncRNA were converted to BigWig files for visualization using deepTools with the following parameters: bamCompare --binSize 10 --skipZeroOverZero --skipNAs -bl hg19-blacklist.v2.bed --centerReads. Subsequently, it is visualized using deepTools plotHeatmap. To compare the RNAs identified by Chrom-seq with the ChIP-seq signals of different histone modifications for other genes, we downloaded the ChIP-seq data of H3K4me3 in HEK293T cells from the GEO database (GSM1249885). Under the threshold of log_2_ fold change ≥ 0.75 and FDR < 0.05, enriched and nonenriched RNAs were extracted from the results of differential expression analysis, and the gene body and 1000 upstream and downstream regions of these RNAs were used as the regions for signal distribution. Subsequently, the BAM files of histone ChIP-seq were converted to BigWig files using deepTools with the parameter bamCoverage -bs 10 and visualized using deepTools plotProfile.

To obtain chromatin modification peaks in selected genomic regions, we downloaded H3K4me3 ChIP-seq (with input) data from HEK293 cells from the GEO database (GSE35583). For the Pearson correlation heatmap analysis, we divided the entire hg19 genome into 1-kb intervals using bedtools makewindows and removed the portions overlapping with satellite repeat regions from the intervals. To reduce artifacts, we further removed the ENCODE blacklist regions of the hg19 genome and portions with mappability scores of <0.5 within the genomic intervals, and the mappability scores were calculated using the GEMTools (V1.7.1) software. Next, we merged the peaks of the histone modifications H3K4me3, H3K9me3, and H3K27me3 to obtain genomic intervals containing these peaks, which were used to calculate the correlation between the treatment with the CBX7 module and the antibody signals of histone modifications. Pearson correlation scores were generated by deepTools plotCorrelation. This section of the analysis referred to ChromID (*19*).

### Statistical analysis

For the RT-qPCR data in bar plots, *P* values were calculated by Student’s *t* test in GraphPad Prism (v 9.0). For the data in Figs. 1J and 2I, and *P* values were calculated by the Wilcoxon signed-rank test in R. For the data in Fig. 3G and figs. S1 (B and F), S2F, and S4H, *P* values were calculated by the Mann-Whitney *U* test in R. For the data in figs. S3D and S4F, *P* values were calculated by Student’s *t* test in Python. All statistical tests were two-tailed.

## References

[1] J. Yan, S. A. Chen, A. Local, T. Liu, Y. Qiu, K. M. Dorighi, S. Preissl, C. M. Rivera, C. Wang, Z. Ye, K. Ge, M. Hu, J. Wysocka, B. Ren, Histone H3 lysine 4 monomethylation modulates long-range chromatin interactions at enhancers. Cell Res. 28, 387 (2018).29497152 10.1038/cr.2018.18PMC5835777

[2] K. K. Sinha, S. Bilokapic, Y. Du, D. Malik, M. Halic, Histone modifications regulate pioneer transcription factor cooperativity. Nature 619, 378–384 (2023).37225990 10.1038/s41586-023-06112-6PMC10338341

[3] H. Mokrani, O. Sharaf el Dein, Z. Mansuroglu, E. Bonnefoy, Binding of YY1 to the proximal region of the murine beta interferon promoter is essential to allow CBP recruitment and K8H4/K14H3 acetylation on the promoter region after virus infection. Mol. Cell. Biol. 26, 8551–8561 (2006).16954376 10.1128/MCB.00420-06PMC1636788

[4] J. C. Chuang, P. A. Jones, Epigenetics and microRNAs. Pediatr. Res. 61, 24R–29R (2007).10.1203/pdr.0b013e318045768417413852

[5] Y. Yu, Q. Chen, X. Zhang, J. Yang, K. Lin, C. Ji, A. Xu, L. Yang, L. Miao, Long noncoding RNA ANRIL promotes the malignant progression of cholangiocarcinoma by epigenetically repressing ERRFI1 expression. Cancer Sci. 111, 2297–2309 (2020).32378752 10.1111/cas.14447PMC7385372

[6] H. Fang, G. Bonora, J. P. Lewandowski, J. Thakur, G. N. Filippova, S. Henikoff, J. Shendure, Z. Duan, J. L. Rinn, X. Deng, W. S. Noble, C. M. Disteche, Trans- and cis-acting effects of Firre on epigenetic features of the inactive X chromosome. Nat. Commun. 11, 6053 (2020).33247132 10.1038/s41467-020-19879-3PMC7695720

[7] N. Singh, V. R. Ramnarine, J. H. Song, R. Pandey, S. K. R. Padi, M. Nouri, V. Olive, M. Kobelev, K. Okumura, D. McCarthy, M. M. Hanna, P. Mukherjee, B. Sun, B. R. Lee, J. B. Parker, D. Chakravarti, N. A. Warfel, M. Zhou, J. J. Bearss, E. A. Gibb, M. Alshalalfa, R. J. Karnes, E. J. Small, R. Aggarwal, F. Feng, Y. Wang, R. Buttyan, A. Zoubeidi, M. Rubin, M. Gleave, F. J. Slack, E. Davicioni, H. Beltran, C. Collins, A. S. Kraft, The long noncoding RNA H19 regulates tumor plasticity in neuroendocrine prostate cancer. Nat. Commun. 12, 7349 (2021).34934057 10.1038/s41467-021-26901-9PMC8692330

[8] J. Hu, Y. Shan, J. Ma, Y. Pan, H. Zhou, L. Jiang, L. Jia, LncRNA ST3Gal6-AS1/ST3Gal6 axis mediates colorectal cancer progression by regulating α-2,3 sialylationviaPI3K/Akt signaling. Int. J. Cancer 145, 450–460 (2019).30613961 10.1002/ijc.32103

[9] I. V. Bure, M. V. Nemtsova, E. B. Kuznetsova, Histone modifications and non-coding RNAs: Mutual epigenetic regulation and role in pathogenesis. Int. J. Mol. Sci. 23, (2022).10.3390/ijms23105801PMC914619935628612

[10] L. Zhao, J. Wang, Y. Li, T. Song, Y. Wu, S. Fang, D. Bu, H. Li, L. Sun, D. Pei, Y. Zheng, J. Huang, M. Xu, R. Chen, Y. Zhao, S. He, NONCODEV6: An updated database dedicated to long non-coding RNA annotation in both animals and plants. Nucleic Acids Res. 49, D165–D171 (2021).33196801 10.1093/nar/gkaa1046PMC7779048

[11] T. Mondal, S. Subhash, C. Kanduri, Chromatin RNA immunoprecipitation (ChRIP). Methods Mol. Biol. 1689, 65–76 (2018).29027165 10.1007/978-1-4939-7380-4_6

[12] B. L. Kidder, CARIP-Seq and ChIP-Seq: methods to identify chromatin-associated RNAs and Protein-DNA interactions in embryonic stem cells. J. Vis. Exp. (2018).10.3791/57481PMC610142629889205

[13] J. Fang, Q. Ma, C. Chu, B. Huang, L. Li, P. Cai, P. J. Batista, K. E. M. Tolentino, J. Xu, R. Li, P. Du, K. Qu, H. Y. Chang, PIRCh-seq: Functional classification of non-coding RNAs associated with distinct histone modifications. Genome Biol. 20, 292 (2019).31862000 10.1186/s13059-019-1880-3PMC6924075

[14] N. Khyzha, S. Henikoff, K. Ahmad, Profiling RNA at chromatin targets in situ by antibody-targeted tagmentation. Nat. Methods 19, 1383–1392 (2022).36192462 10.1038/s41592-022-01618-9PMC9636022

[15] S. Subhash, K. Mishra, V. S. Akhade, M. Kanduri, T. Mondal, C. Kanduri, H3K4me2 and WDR5 enriched chromatin interacting long non-coding RNAs maintain transcriptionally competent chromatin at divergent transcriptional units. Nucleic Acids Res. 46, 9384–9400 (2018).30010961 10.1093/nar/gky635PMC6182144

[16] G. Kungulovski, I. Kycia, R. Tamas, R. Z. Jurkowska, S. Kudithipudi, C. Henry, R. Reinhardt, P. Labhart, A. Jeltsch, Application of histone modification-specific interaction domains as an alternative to antibodies. Genome Res. 24, 1842–1853 (2014).25301795 10.1101/gr.170985.113PMC4216925

[17] F. M. Fazal, S. Han, K. R. Parker, P. Kaewsapsak, J. Xu, A. N. Boettiger, H. Y. Chang, A. Y. Ting, Atlas of subcellular RNA localization revealed by APEX-Seq. Cell 178, 473–490.e26 (2019).31230715 10.1016/j.cell.2019.05.027PMC6786773

[18] Y. Zhou, G. Wang, P. Wang, Z. Li, T. Yue, J. Wang, P. Zou, Expanding APEX2 substrates for proximity-dependent labeling of nucleic acids and proteins in living cells. Angew. Chem. Int. Ed. Engl. 58, 11763–11767 (2019).31240809 10.1002/anie.201905949

[19] R. Villasenor, R. Pfaendler, C. Ambrosi, S. Butz, S. Giuliani, E. Bryan, T. W. Sheahan, A. L. Gable, N. Schmolka, M. Manzo, J. Wirz, C. Feller, C. von Mering, R. Aebersold, P. Voigt, T. Baubec, ChromID identifies the protein interactome at chromatin marks. Nat. Biotechnol. 38, 728–736 (2020).32123383 10.1038/s41587-020-0434-2PMC7289633

[20] M. E. Tanenbaum, L. A. Gilbert, L. S. Qi, J. S. Weissman, R. D. Vale, A protein-tagging system for signal amplification in gene expression and fluorescence imaging. Cell 159, 635–646 (2014).25307933 10.1016/j.cell.2014.09.039PMC4252608

[21] Z. Du, X. Shi, A. Guan, lncRNA H19 facilitates the proliferation and differentiation of human dental pulp stem cells via EZH2-dependent LATS1 methylation. Mol Ther Nucleic Acids 25, 116–126 (2021).34401209 10.1016/j.omtn.2021.04.017PMC8339349

[22] Q. Wang, L. Liu, S. Zhang, Y. Ming, S. Liu, K. Cheng, Y. Zhao, Long noncoding RNA NEAT1 suppresses hepatocyte proliferation in fulminant hepatic failure through increased recruitment of EZH2 to the LATS2 promoter region and promotion of H3K27me3 methylation. Exp. Mol. Med. 52, 461–472 (2020).32157157 10.1038/s12276-020-0387-zPMC7156754

[23] D. Qu, W. W. Sun, L. Li, L. Ma, L. Sun, X. Jin, T. Li, W. Hou, J. H. Wang, Long noncoding RNA MALAT1 releases epigenetic silencing of HIV-1 replication by displacing the polycomb repressive complex 2 from binding to the LTR promoter. Nucleic Acids Res. 47, 3013–3027 (2019).30788509 10.1093/nar/gkz117PMC6451131

[24] M. Shao, G. Chen, F. Lv, Y. Liu, H. Tian, R. Tao, R. Jiang, W. Zhang, C. Zhuo, LncRNA TINCR attenuates cardiac hypertrophy by epigenetically silencing CaMKII. Oncotarget 8, 47565–47573 (2017).28548932 10.18632/oncotarget.17735PMC5564587

[25] Y. Tai, Y. Ji, F. Liu, Y. Zang, D. Xu, S. Ma, L. Qin, J. Ma, Long noncoding RNA SOX2-OT facilitates laryngeal squamous cell carcinoma development by epigenetically inhibiting PTEN via methyltransferase EZH2. IUBMB Life 71, 1230–1239 (2019).30811870 10.1002/iub.2026

[26] S. Guil, M. Soler, A. Portela, J. Carrere, E. Fonalleras, A. Gomez, A. Villanueva, M. Esteller, Intronic RNAs mediate EZH2 regulation of epigenetic targets. Nat. Struct. Mol. Biol. 19, 664–670 (2012).22659877 10.1038/nsmb.2315

[27] J. Zhao, T. K. Ohsumi, J. T. Kung, Y. Ogawa, D. J. Grau, K. Sarma, J. J. Song, R. E. Kingston, M. Borowsky, J. T. Lee, Genome-wide identification of polycomb-associated RNAs by RIP-seq. Mol. Cell 40, 939–953 (2010).21172659 10.1016/j.molcel.2010.12.011PMC3021903

[28] A. R. Karapetyan, C. Buiting, R. A. Kuiper, M. W. Coolen, Regulatory roles for long ncRNA and mRNA. Cancers 5, 462–490 (2013).24216986 10.3390/cancers5020462PMC3730338

[29] R. Margueron, D. Reinberg, The Polycomb complex PRC2 and its mark in life. Nature 469, 343–349 (2011).21248841 10.1038/nature09784PMC3760771

[30] Y. Huang, J. Wang, Y. Zhao, H. Wang, T. Liu, Y. Li, T. Cui, W. Li, Y. Feng, J. Luo, J. Gong, L. Ning, Y. Zhang, D. Wang, Y. Zhang, cncRNAdb: A manually curated resource of experimentally supported RNAs with both protein-coding and noncoding function. Nucleic Acids Res. 49, D65–D70 (2021).33010163 10.1093/nar/gkaa791PMC7778915

[31] H. Sunwoo, J. Y. Wu, J. T. Lee, The Xist RNA-PRC2 complex at 20-nm resolution reveals a low Xist stoichiometry and suggests a hit-and-run mechanism in mouse cells. Proc. Natl. Acad. Sci. U. S. A. 112, E4216–E4225 (2015).26195790 10.1073/pnas.1503690112PMC4534268

[32] P. Monnier, C. Martinet, J. Pontis, I. Stancheva, S. Ait-Si-Ali, L. Dandolo, H19 lncRNA controls gene expression of the Imprinted Gene Network by recruiting MBD1. Proc. Natl. Acad. Sci. U. S. A. 110, 20693–20698 (2013).24297921 10.1073/pnas.1310201110PMC3870736

[33] X. Chen, L. He, Y. Zhao, Y. Li, S. Zhang, K. Sun, K. So, F. Chen, L. Zhou, L. Lu, L. Wang, X. Zhu, X. Bao, M. A. Esteban, S. Nakagawa, K. V. Prasanth, Z. Wu, H. Sun, H. Wang, Malat1 regulates myogenic differentiation and muscle regeneration through modulating MyoD transcriptional activity. Cell Discov. 3, 17002 (2017).28326190 10.1038/celldisc.2017.2PMC5348715

[34] D. C. Schultz, K. Ayyanathan, D. Negorev, G. G. Maul, F. J. Rauscher III, SETDB1: A novel KAP-1-associated histone H3, lysine 9-specific methyltransferase that contributes to HP1-mediated silencing of euchromatic genes by KRAB zinc-finger proteins. Genes Dev. 16, 919–932 (2002).11959841 10.1101/gad.973302PMC152359

[35] S. Rea, F. Eisenhaber, D. O'Carroll, B. D. Strahl, Z. W. Sun, M. Schmid, S. Opravil, K. Mechtler, C. P. Ponting, C. D. Allis, T. Jenuwein, Regulation of chromatin structure by site-specific histone H3 methyltransferases. Nature 406, 593–599 (2000).10949293 10.1038/35020506

[36] A. Frapporti, C. Miro Pina, O. Arnaiz, D. Holoch, T. Kawaguchi, A. Humbert, E. Eleftheriou, B. Lombard, D. Loew, L. Sperling, K. Guitot, R. Margueron, S. Duharcourt, The Polycomb protein Ezl1 mediates H3K9 and H3K27 methylation to repress transposable elements in Paramecium. Nat. Commun. 10, 2710 (2019).31221974 10.1038/s41467-019-10648-5PMC6586856

[37] S. Bilodeau, M. H. Kagey, G. M. Frampton, P. B. Rahl, R. A. Young, SetDB1 contributes to repression of genes encoding developmental regulators and maintenance of ES cell state. Genes Dev. 23, 2484–2489 (2009).19884255 10.1101/gad.1837309PMC2779743

[38] O. Alder, F. Lavial, A. Helness, E. Brookes, S. Pinho, A. Chandrashekran, P. Arnaud, A. Pombo, L. O'Neill, V. Azuara, Ring1B and Suv39h1 delineate distinct chromatin states at bivalent genes during early mouse lineage commitment. Development 137, 2483–2492 (2010).20573702 10.1242/dev.048363PMC2927698

[39] E. Bernstein, E. M. Duncan, O. Masui, J. Gil, E. Heard, C. D. Allis, Mouse polycomb proteins bind differentially to methylated histone H3 and RNA and are enriched in facultative heterochromatin. Mol. Cell. Biol. 26, 2560–2569 (2006).16537902 10.1128/MCB.26.7.2560-2569.2006PMC1430336

[40] A. Kapusta, A. Suh, C. Feschotte, Dynamics of genome size evolution in birds and mammals. Proc. Natl. Acad. Sci. U. S. A. 114, E1460–E1469 (2017).28179571 10.1073/pnas.1616702114PMC5338432

[41] S. G. Landt, G. K. Marinov, A. Kundaje, P. Kheradpour, F. Pauli, S. Batzoglou, B. E. Bernstein, P. Bickel, J. B. Brown, P. Cayting, Y. Chen, G. DeSalvo, C. Epstein, K. I. Fisher-Aylor, G. Euskirchen, M. Gerstein, J. Gertz, A. J. Hartemink, M. M. Hoffman, V. R. Iyer, Y. L. Jung, S. Karmakar, M. Kellis, P. V. Kharchenko, Q. Li, T. Liu, X. S. Liu, L. Ma, A. Milosavljevic, R. M. Myers, P. J. Park, M. J. Pazin, M. D. Perry, D. Raha, T. E. Reddy, J. Rozowsky, N. Shoresh, A. Sidow, M. Slattery, J. A. Stamatoyannopoulos, M. Y. Tolstorukov, K. P. White, S. Xi, P. J. Farnham, J. D. Lieb, B. J. Wold, M. Snyder, ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res. 22, 1813–1831 (2012).22955991 10.1101/gr.136184.111PMC3431496

[42] M. Busby, C. Xue, C. Li, Y. Farjoun, E. Gienger, I. Yofe, A. Gladden, C. B. Epstein, E. M. Cornett, S. B. Rothbart, C. Nusbaum, A. Goren, Systematic comparison of monoclonal versus polyclonal antibodies for mapping histone modifications by ChIP-seq. Epigenetics Chromatin 9, 49 (2016).27826357 10.1186/s13072-016-0100-6PMC5097419

[43] P. C. He, C. He, m(6) A RNA methylation: From mechanisms to therapeutic potential. EMBO J. 40, e105977 (2021).33470439 10.15252/embj.2020105977PMC7849164

[44] P. P. Vaidyanathan, I. AlSadhan, D. K. Merriman, H. M. Al-Hashimi, D. Herschlag, Pseudouridine and N(6)-methyladenosine modifications weaken PUF protein/RNA interactions. RNA 23, 611–618 (2017).28138061 10.1261/rna.060053.116PMC5393172

[45] M. Hagemann-Jensen, C. Ziegenhain, P. Chen, D. Ramskold, G. J. Hendriks, A. J. M. Larsson, O. R. Faridani, R. Sandberg, Single-cell RNA counting at allele and isoform resolution using Smart-seq3. Nat. Biotechnol. 38, 708–714 (2020).32518404 10.1038/s41587-020-0497-0

[46] J. L. Rinn, M. Kertesz, J. K. Wang, S. L. Squazzo, X. Xu, S. A. Brugmann, L. H. Goodnough, J. A. Helms, P. J. Farnham, E. Segal, H. Y. Chang, Functional demarcation of active and silent chromatin domains in human HOX loci by noncoding RNAs. Cell 129, 1311–1323 (2007).17604720 10.1016/j.cell.2007.05.022PMC2084369

# Supplementary material for: Chrom-seq identifies RNAs at chromatin marks
**Source:** Sci Adv. 2024 Jul 31;10(31):eadn1397. doi: 10.1126/sciadv.adn1397
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Legends for data S1 to S6

Supplementary Materials for  
**Chrom-seq identifies RNAs at chromatin marks**

Ligang Fan *et al.*

*Sci. Adv.* **10**, eadn1397 (2024)  
DOI: 10.1126/sciadv.adn1397

**The PDF file includes:**

Figs. S1 to S5  
Legends for data S1 to S6

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S6

Fan et al. Supplementary fig. S1

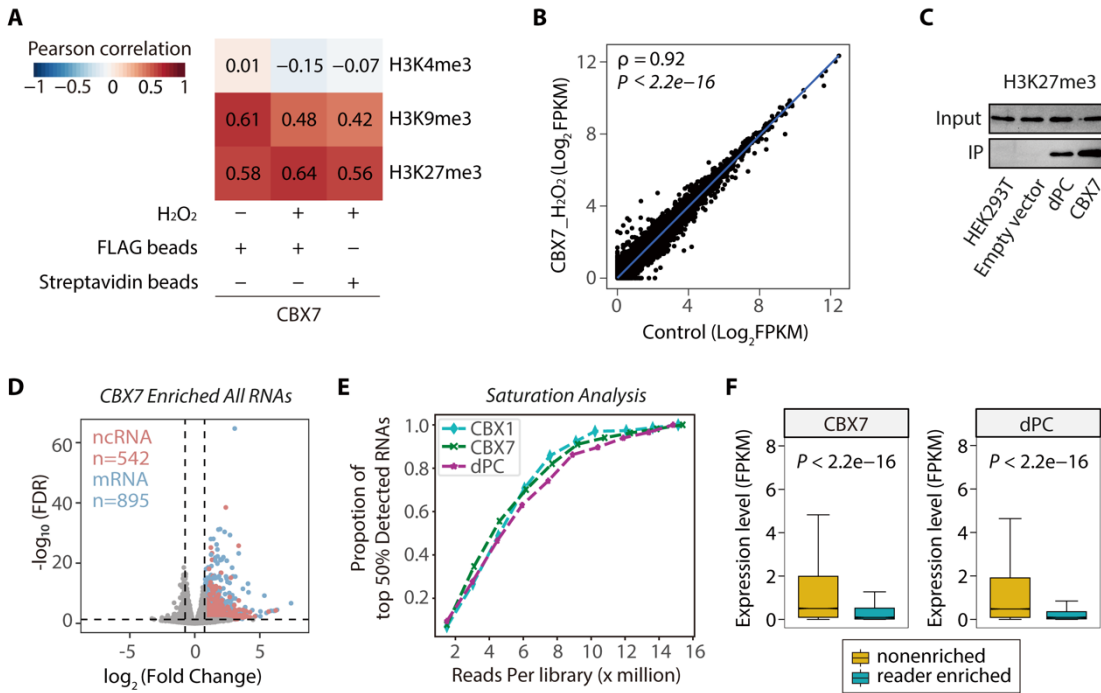

**Figure S1: RNAs enriched by CBX7 and dPC readers.**

A) Pearson correlation score of chromatin modifications and CBX7 at selected genomic intervals. B) Scatter plot shows transcriptome profile (FPKM) of cells transfected with CBX7 reader correlates with the profile of untreated HEK293T cells (Spearman's  $\rho=0.92$ ,  $P < 2.2 \times 10^{-16}$ ),  $n=3$  independent replicates. C) Western blot of H3K27me3 in input and streptavidin-enriched samples. Proteins were collected from HEK293T cells, or cells transfected with empty vector, dPC or CBX7 reader. D) Volcano plot of all RNAs associated with H3K27me3 modification identified by CBX7 Chrom-seq in HEK293T cells. The number of significantly enriched coding RNAs labeled in blue is 895, and the number of enriched noncoding RNAs labeled in red is 542. The dashed lines indicate thresholds for significant enrichment, i.e.,  $\log_2$ -transformed fold change  $\geq 0.75$ ,  $\text{FDR} < 0.05$ ,  $n=3$  independent replicates. E) Line chart shows the proportion (y-axis) of the top 50% RNAs significantly captured by Chrom-seq under different levels subsampling of sequencing reads (x-axis). F) Boxplots show the expression level (FPKM) of RNAs enriched or not enriched by CBX7 (left) and dPC (right) reader. Mann-Whitney U test was performed,  $P < 2.2 \times 10^{-16}$ .  $n=3$  independent replicates. Outliers are omitted in the boxplots.

## Fan et al. Supplementary fig. S2

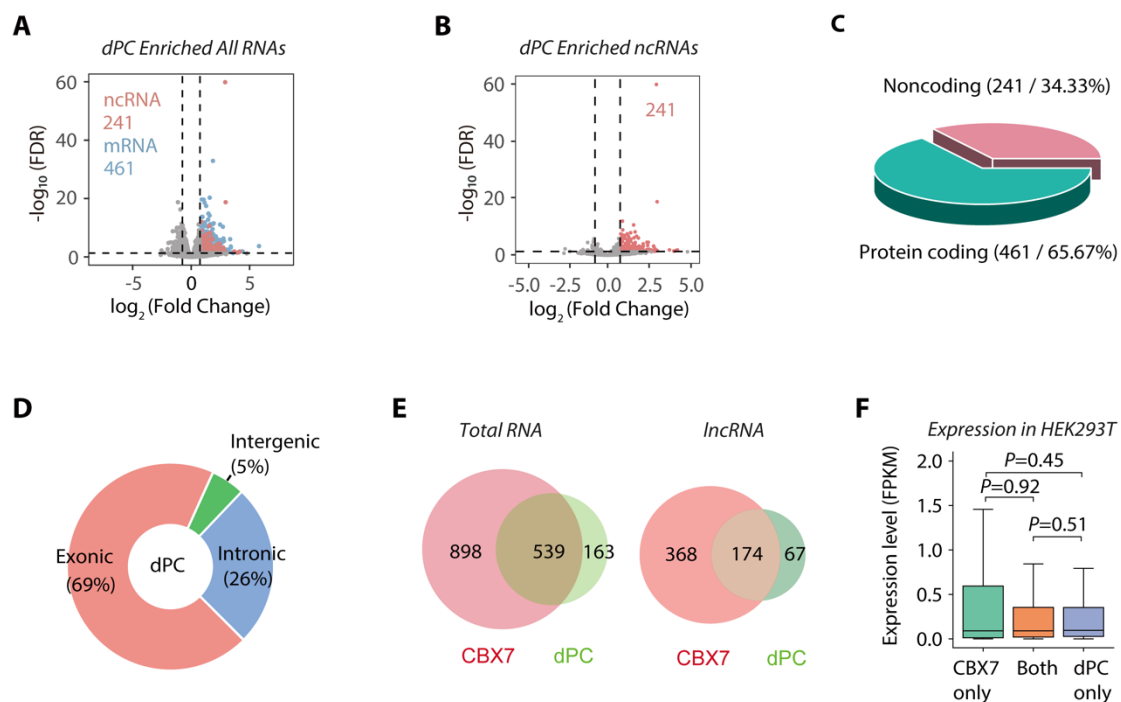

**Figure S2: RNAs enriched by dPC reader.**

A and B) Volcano plot of RNAs associated with H3K27me3 modification identified by dPC Chrom-seq targeting H3K27me3 in HEK293T cells. The number of significantly enriched coding RNAs labeled in blue is 461, and the number of enriched noncoding RNAs labeled in red is 241. The dashed lines indicate thresholds for significant enrichment, i.e.,  $\log_2$ -transformed fold change  $\geq 0.75$ , FDR  $< 0.05$ ,  $n=3$  independent replicates. C) 3D pie chart shows the number and percentage of coding and noncoding genes identified in dPC Chrom-seq. D) Donut chart shows the proportion of Chrom-seq captured reads using dPC reader, aligned to feature regions classified as exonic, intronic and intergenic. E) Venn diagram shows comparison of H3K27me3 associated total (left) and ncRNAs (right) found by CBX7 and dPC. F) Box plots show the expression levels of total RNAs enriched by CBX7 and dPC in HEK293T cells, corresponding to panel (E). Mann–Whitney U test is performed. Outliers are omitted.

### Fan et al. Supplementary fig. S3

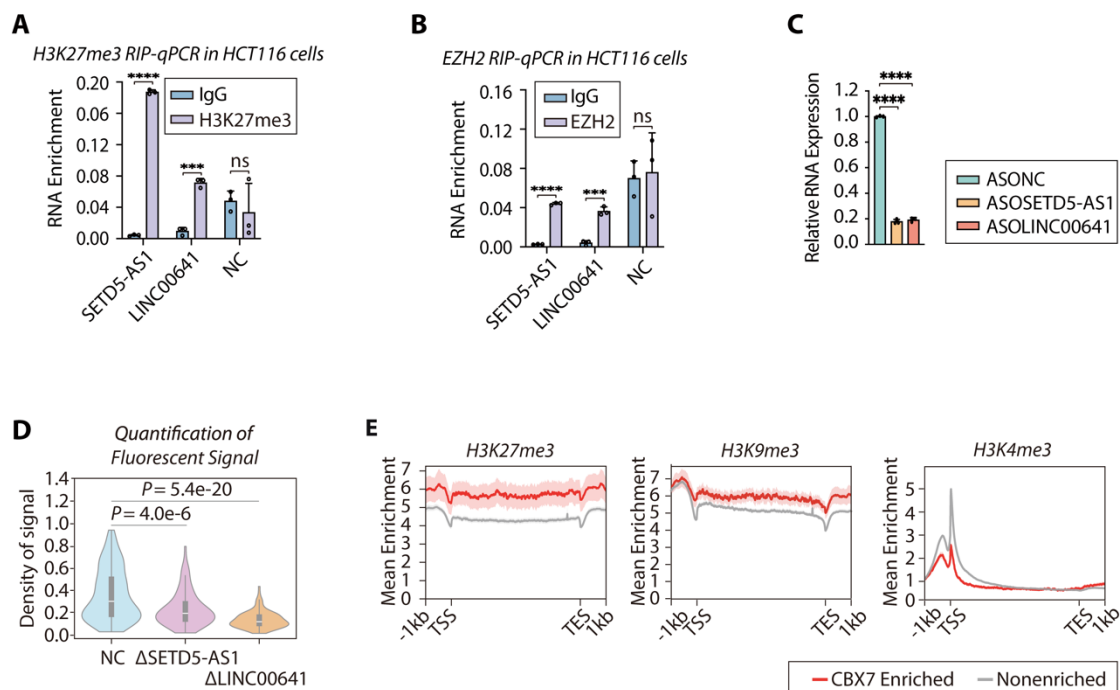

**Figure S3: Validation the RNAs associated with H3K27me3 modification identified by Chrom-seq targeting H3K27me3.**

A and B) RIP-qPCR validation of candidate genes in HCT116 cells. RNAs were enriched using H3K27me3 (A) and EZH2 (B) antibodies, respectively. IgG was used as control. NC, negative control. Statistic  $P$  values by two-tailed Student's  $t$  test are shown; \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Three independent biological replicates were performed. C) Validation of knock down efficiency of lncRNA SETD5-AS1 and LINC00641 in HEK293T cells. RNAs were isolated from the cell depleted of SETD5-AS1 ( $\Delta$ SETD5-AS1) and LINC00641 ( $\Delta$ LINC00641) using ASOs. NC, negative control ASO that does not target any sequence in human transcriptome. Statistic  $P$  values by two-tailed Student's  $t$  test are shown; \*\*\*\* $P < 0.0001$ . Three independent biological replicates were performed. D) Quantification fluorescent signal for Fig. 1H. All images were analyzed with PYTHON (3.11.3) package OpenCV (4.8.0). The number of cells analyzed was 179 in NC, 83 in  $\Delta$ SETD5-AS1 and 110 in  $\Delta$ LINC00641, respectively. Two tailed Student's  $t$  test was used to assess the significance of difference between different experiments. E) The profile plot shows the ChIP signals of H3K27me3, H3K9me3 and H3K4me3 surrounding the 1-kb upstream and downstream

regions around the gene bodies (between transcription starting site, i.e., TSS and transcription termination site, i.e., TES). The RNAs enriched by CBX7 Chrom-seq are labeled in red, and non-enriched genes are labeled in gray. ChIP signals are combined from three replicates of H3K27me3, H3K9me3 and one experiment of H3K4me3. H3K4me3 ChIP data is from GEO database (GSM1249885). Shaded areas indicate standard error.

## Fan et al. Supplementary fig. S4

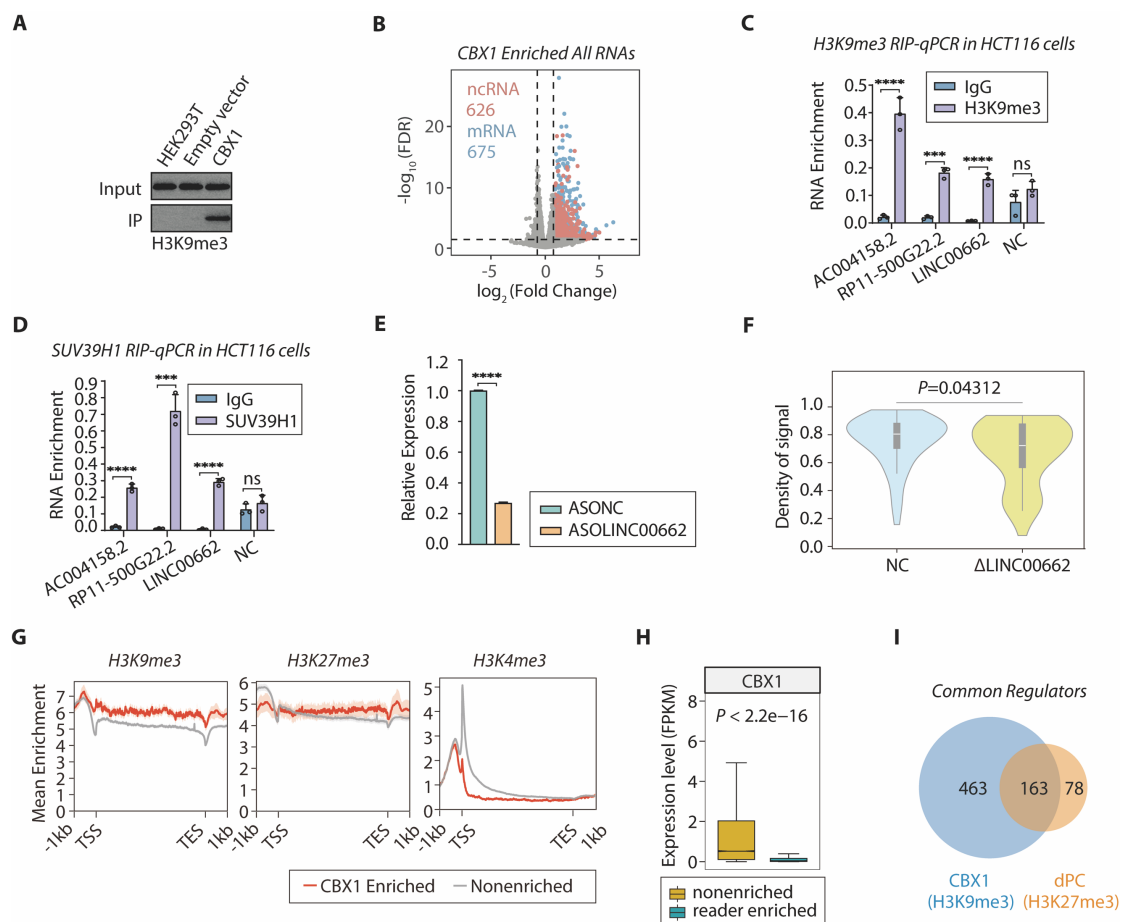

**Figure S4: RNAs enriched by CBX1 reader.**

A) Western blot of H3K9me3 in input and streptavidin-enriched samples. Proteins were collected from HEK293T cells, or cells transfected with empty vector or CBX1 reader.

B) Volcano plot of all RNAs associated with H3K9me3 modification identified by CBX1 Chrom-seq in HEK293T cells. The number of significantly enriched coding RNAs labeled in blue is 675, and the number of enriched noncoding RNAs labeled in red is 626. The dashed lines indicate significance thresholds for significant enrichment, i.e.,  $\log_2$ -transformed fold change  $\geq 0.75$ , FDR  $< 0.05$ ,  $n=3$  independent replicates.

C and D) RIP-qPCR validation of candidate genes in HCT116 cells. RNAs were enriched using H3K9me3 (C) and SUV39H1 (D) antibodies, respectively. IgG was used as control. NC, negative control. Statistic  $P$  values by two-tailed Student's  $t$  test are shown; \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Three independent biological replicates were performed.

E) Validation of knocking down efficiency of LINC00662 in HEK293T cells. NC,

negative control ASO that does not target any sequence. Statistic  $P$  values by two-tailed Student's  $t$  test are shown; \*\*\*\* $P < 0.0001$ . Three independent biological replicates were performed. F) Quantification fluorescent signal for figure 2G. All images were analyzed with PYTHON (3.11.3) package OpenCV (4.8.0). The number of cells analyzed was 53 in NC and 52 in  $\Delta$ LINC00662, respectively. Statistic  $P$  value by two-tailed Student's  $t$  test is shown. G) The profile plot shows the ChIP signals of H3K9me3, H3K27me3 and H3K4me3 surrounding the 1-kb upstream and downstream regions around the gene bodies (between TSS and TES). The RNAs enriched by CBX1 Chrom-seq are labeled in red, and non-enriched RNAs are labeled in gray. ChIP signals are combined from three replicates of H3K9me3 and one replicate of H3K4me3. H3K4me3 ChIP data is from GEO database (GSM1249885). Shaded areas indicate standard error. H) Boxplot shows the expression level (FPKM) of RNAs enriched or nonenriched by CBX1 reader in HEK293T cells. Mann–Whitney U test was conducted,  $P < 2.2 \times 10^{-16}$ . The outliers are omitted in the boxplot. I) Venn diagram shows common regulators of H3K27me3 and H3K9me3.

**Fan et al. Supplementary fig. S5**

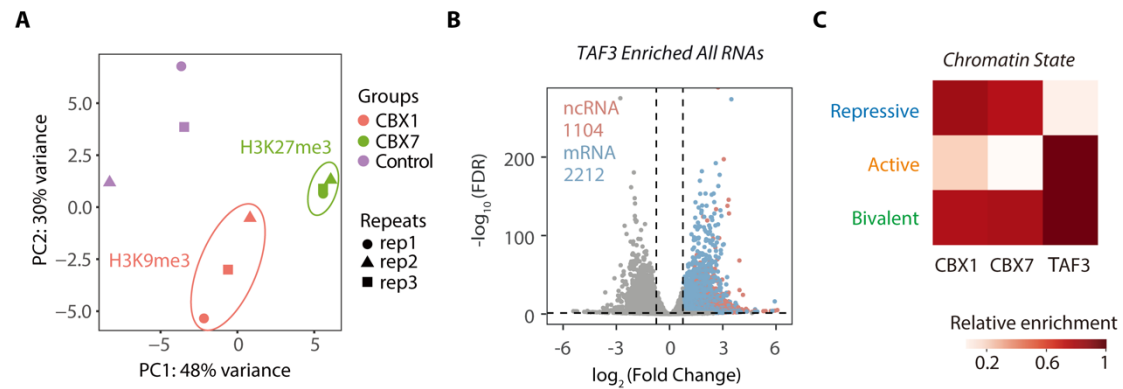

**Figure S5: RNAs enriched by TAF3 reader.**

A) Principal component analysis shows the clustering of Chrom-seq results from replicative experiments using different reader modules and control. B) Volcano plot of all RNAs associated with H3K4me3 modification identified by TAF3 Chrom-seq in HEK293T cells. The number of significantly enriched coding RNAs labeled in blue is 2,212, and the number of enriched noncoding RNAs labeled in red is 1,104. The dashed lines indicate thresholds for significant enrichment, i.e.,  $\log_2$ -transformed fold change  $\geq 0.75$ ,  $FDR < 0.05$ ,  $n=3$  independent replicates. C) Functional classification of chromatin-RNA association patterns. Color bar indicates the enrichment of chromatin-associated ncRNAs in each chromatin state.

**Supplementary Data Files:**

Data S1. Sequences of amino acid and oligonucleotide used in this study.

Data S2. RNAs enriched by CBX7 and dPC reader module.

Data S3. Quality matrix of Chrom-seq data in different cells.

Data S4. RNAs enriched by CBX1 and CBX1\_W42A reader module.

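Data file S4 lists RNAs that passed the thresholds with each of 2 readers against the reader-free control. CBX1_W42A is the CBX1 chromodomain (residues 18 to 82) with its tryptophan at residue 42 replaced by alanine. Tryptophan 42 of the CBX1 sequence lies in the chromodomain, where aromatic residues hold the trimethylated lysine. In the counts of the 3 CBX1_W42A libraries against the same 3 control libraries, 182 RNAs were enriched by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 74 of them noncoding, and 4 were depleted. DESeq2 called 189 enriched RNAs. The alternative without the filter on low counts gave 338 and the fit of all 9 libraries together 282. A test of whether the change exceeds log2 0.75 left 1. Removal of the trend of the log2 fold change with abundance, chosen after the result was seen, left 71. With each library left out in turn the count was between 32 (without control replicate 1) and 103. Of the 182, 150 were also CBX1-enriched. The 1330 CBX1-enriched RNAs had a median log2 fold change of 0.78 with CBX1_W42A against the control, and 97.4% of the 1232 of them tested there had a positive one. The choice of the 1330 by low values in the same control libraries raises both values. Because both comparisons use the same control libraries, simulated groups with unrelated changes also shared calls, between 10 and 23 in 20 simulations. This was at most 2.78 times the number that chance gives for lists of their sizes, against 12.0 times for the 150. Compared with each other without the control, 154 RNAs were higher with CBX1 than with CBX1_W42A and 39 were lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A difference in preparation of the CBX1_W42A libraries cannot be excluded in any comparison with them. Of the 1330 CBX1-enriched RNAs, 121 were among those higher with CBX1, 36 of them noncoding, and 1257 (94.5%) had a positive log2 fold change, with a median of 0.55. The choice of the 1330 by high values in the same CBX1 libraries favors a positive sign and raises this median. Without CBX1 replicate 1, the numbers of RNAs higher and lower with CBX1 fell to 68 and 17, and 62 of those higher were CBX1-enriched. Without control replicate 1, 27 RNAs were enriched with both readers, 25 of them among the 150. Of the lncRNAs named above, LINC00662 had 29.7 ± 2.92 CPM (SD, n = 3) with CBX1_W42A. It was higher with CBX1 by a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.0315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This adjusted p was above 0.05 in 5 of 15 alternative fits (up to 0.169). LINC00662 was also higher with CBX1_W42A than in the control, by 0.45 (standard error 0.14, adjusted p = 0.0789 in that test, below 0.05 in 3 of 15 alternative fits). RP11-500G22.2 had 14.3 ± 2.56 CPM (SD, n = 3) with CBX1_W42A, a log2 fold change of 1.13 (standard error 0.20, adjusted p = 0.00908) over the control and of 0.01 (standard error 0.18, adjusted p = 0.982) between the readers. MALAT1 was higher with CBX1_W42A than in the control by 0.67 (standard error 0.10, adjusted p = 0.00187), and higher with CBX1 than with CBX1_W42A by 0.39 (standard error 0.11, adjusted p = 0.075, below 0.05 in 5 of 15 alternative fits and from 0.00721 to 0.289 over them). For H19 and AC004158.2, the adjusted p was 0.598 and 0.0937 over the control and 0.0645 and 0.561 between the readers. Among the 15 alternative fits, that of H19 between the readers was below 0.05 in 3 (from 0.0207 to 0.317), and that of AC004158.2 over the control in 1 (from 0.0439 to 0.307). The smallest adjusted p values among RNAs higher with CBX1 belonged to ALPK3, C19orf18 and ZNF331, with log2 fold changes of 1.43, 3.05 and 0.96. Among RNAs lower with CBX1 they belonged to PDGFA, NGFR and LBX1, with -1.51, -1.17 and -1.38. The log2 fold change of each reader against the control depended on abundance. When genes were grouped by their CPM in the libraries of the other reader, the median log2 fold change for CBX1 was 0.72 under 1 CPM and -0.16 over 64 CPM. For CBX1_W42A it was 0.42 and -0.11.

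**Figure D3:**
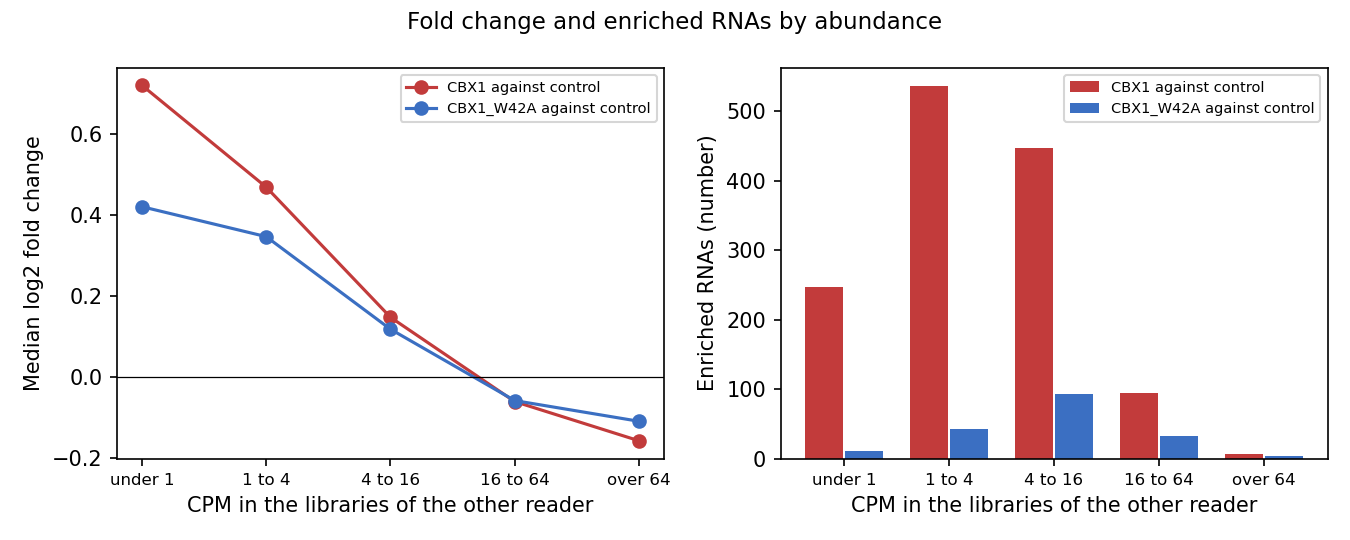
Median log2 fold change over the control (left) and number of enriched RNAs (right) for CBX1 and CBX1_W42A, with genes grouped on the horizontal axis by their CPM in the libraries of the other reader. The median falls from the least to the most abundant genes for both readers, from 0.72 to -0.16 for CBX1 and from 0.42 to -0.11 for CBX1_W42A.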

Data S5. RNAs enriched by TAF3 reader module in different cells.

Data S6. Functional classification of chromatin-associated ncRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

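The processed data were counts of read pairs per gene in 9 Chrom-seq libraries from HEK293T cells, 3 each with the CBX1 reader, the CBX1_W42A reader and the reader-free control. According to the paper's methods, the authors trimmed the reads with fastp (version 0.23.1), aligned them to hg19 with HISAT2 (version 2.1.0) and counted them with featureCounts (version 2.0.1) on GENCODE version 19. They deposited the counts as whole numbers without normalization, for 57820 genes, with 0 entries that name no gene. The strand setting of the counting and the treatment of introns were read from the counts themselves, since the paper's text does not name them. The length listed with each of the 57820 genes equals its span. Reads lying in more than 1 gene of a strand were counted for none, so a gene inside another on its strand has no counts.

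The condition and replicate of each library were taken from the sample labels. No per-sample column was left out (0 columns not used). Raw reads, untreated HEK293T RNA and libraries of other readers were not analysed here, and a gene among the calls is not reported here. From the paper's supplement, the list of RNAs enriched with CBX1 and CBX1_W42A (data file S4), the lists for CBX7 and dPC (data file S2) and the read numbers per library (data file S3) were used. The copy of data file S4 used here held 1299 of the 1301 RNAs of the CBX1 list and all 626 noncoding RNAs, so comparisons with that list were made on the noncoding RNAs.

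Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16), limma (version 3.58.1) and DESeq2 (version 1.42.0; the paper used version 1.34.0), and in Python (version 3.11.15) with pandas (version 2.3.3), numpy (version 2.4.6) and matplotlib (version 3.10.9). In each of the 3 pairwise comparisons, the 6 libraries of the compared groups were normalized by TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was tested when its counts summed to more than 18 over the 6 libraries. An RNA was counted as enriched or depleted at an adjusted p below 0.05 and a log2 fold change of at least 0.75 in that direction. These thresholds, the filter and the use of 2 groups at a time follow the paper's methods. Noncoding RNAs were all genes of a type other than protein coding. Log2 CPM used a prior count of 2, and principal components used the 500 most variable genes. The correlation of log2 fold changes covered genes with a mean count of at least 20. Ratios of mean CPM used a pseudocount of 0.5. A set of genes whose symbol is ZNF followed by a number was tested as a whole with fry, and with camera at a preset correlation of 0.01. The first asks whether the set changed at all, the second whether it changed more than the other genes. Overlaps with the paper's lists were tested with Fisher's exact test over the noncoding genes tested.

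The comparisons, their alternatives, the ZNF gene set and the rule for the genes named in the text were set before the data were examined. The rule named the RNAs that the paper's results name with the CBX7 and CBX1 readers in HEK293T cells, BCYRN1 and XIST included, and the gene CBX1. ANKRD19P and ANKRD36, which the paper shows as examples beside PIRCh-seq, were not among them. The rule added the 4 noncoding and 4 coding RNAs with the smallest adjusted p among those CBX1-enriched whose CBX1 libraries were all above all control libraries. For CBX1 against CBX1_W42A it added the 3 RNAs with the smallest adjusted p in each direction. The alternatives were DESeq2 in place of edgeR, RLE factors, upper-quartile factors or the library size alone in place of TMM, and no filter on low counts, edgeR's filterByExpr or at least 10 counts in every library in place of the filter by sum. The others were all 9 libraries in one fit, the replicate number as a block, a minimum log2 fold change of 1, a test of whether the change exceeds log2 0.75, and leaving out each library in turn. For each comparison, the same test was run on the 10 splits of the 6 libraries into 3 and 3. The removal of trends of the log2 fold change with exon GC content, gene length or abundance, by a lowess curve with a span of 0.3 entered as an offset, was added after the data were seen. So was leaving out single libraries for the ZNF set, the correlation of log2 fold changes, the principal components and the rank of LINC00662. Lists of genes matched to a set in 10 bins of abundance and 10 bins of exon GC content were drawn 10000 times. Exon GC content came from the exons of 55534 genes in the reference genome and annotation.

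The total count per library was between 8379542 and 11082852, with a median of 9384373 in the control, 8704047 with CBX1 and 9347660 with CBX1_W42A. The tests were checked on simulated counts drawn from the means, library sizes and dispersions of the real libraries, with 200 of 18552 genes changed by log2 1.5. edgeR's quasi-likelihood test called 196 of these 200 (98%) and 3 unchanged genes, and DESeq2 called 193 (96.5%) and 0 unchanged genes. In counts simulated without any change, edgeR called 0 genes in 1 simulation, and in 20 others with 2 unchanged groups each it called between 0 and 2 enriched genes per group. A trend with a slope of 0.3 put into simulated counts had a fitted slope of 0.298 before and 0.00115 after its removal. The 20 simulations of shared controls drew 2 groups against 1 set of 3 control libraries, with no changes or with unrelated changes of the sizes seen in the data. Chance numbers of shared RNAs were the product of the list sizes over the number of genes tested. P values of genes are model-based, and with 3 libraries against 3 a permutation of 1 gene's values cannot reach 0.05, so no such test was made for single genes.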

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

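The removal of trends with GC content, gene length and abundance, the lists matched on GC content, the shift of the ZNF genes without single libraries, the number of shared calls relative to chance and the list of homeobox genes were tests chosen only after the result was seen.

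The libraries of the CBX1_W42A reader are not discussed in the paper's text, which lists their RNAs in data file S4 only. With this reader, 182 RNAs were enriched over the control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 74 of them noncoding, and 4 were depleted. The number depended on single libraries. Without control replicate 1 it fell to 32, and it was 103 or less without any single one of the 6 libraries. Among the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many enriched RNAs, and 1 of 10 as many enriched noncoding RNAs. The other 9 splits gave at most 14 RNAs in one direction. As many depleted RNAs as the 4 were found in 2 of the 10 splits. The 4 RNAs, named after their values were seen, were EXOC4, EIF3C, LRRC37A2 and TSPAN7, with log2 fold changes of -0.78, -0.77, -0.98 and -0.79. EIF3C and LRRC37A2 have near-identical copies (EIF3CL for the first) that could take their reads, so their values are uncertain. A share below 0.05 is out of reach with 10 splits, so by this test alone a reader effect and a chance arrangement of these 6 libraries cannot be told apart. Of the 182 RNAs, 150 were also CBX1-enriched. Chance values of the control libraries that both comparisons share are argued against as the whole source, since simulated groups with unrelated changes shared at most 2.78 times the calls that chance gives for lists of their sizes, against 12.0 times here. Across 14305 genes the log2 fold changes of both readers correlated with an r of 0.753. Simulated unchanged groups against the same controls reached a mean r of 0.505, and simulated groups with unrelated changes a mean r of 0.219. Shared controls alone can thus give a part of this r, whose size depends on the changes simulated. When the control libraries were divided so that each reader had its own, r was between 0.436 and 0.576 in the 6 divisions. With the trend with abundance removed, 71 RNAs were enriched with CBX1_W42A and 66 of these with both readers, so the trend may account for a part of the 182. What stays open is whether the rest reflects binding to H3K9me3 left in the mutated chromodomain, nuclear RNA labeled near any reader, or a difference between cells that express a reader and cells that express the SunTag without one. None of these explanations was tested. The sample labels carry NLS (nuclear localization signal) for the control as for the readers, so a nuclear location alone may not set them apart. The sample labels and the paper's text name no library batch that could be tested. Data file S3 gives read numbers for the CBX1 and control libraries but not for those of CBX1_W42A. A difference in preparation that coincides with the CBX1_W42A libraries therefore cannot be excluded. On the second principal component these libraries lay at 4.76 to 16.4, apart from the CBX1 and control libraries at -6.53 to -3.35. Either the reader or a separate preparation could give this position, and the design cannot tell them apart.

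Compared directly, without the control libraries, 154 RNAs were higher with CBX1 than with CBX1_W42A and 39 were lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a comparison the paper does not report. Only the real split (1 of 10) gave as many higher RNAs and 1 of 10 as many lower RNAs, while the other splits gave at most 28 in one direction. Single libraries weigh on both numbers, with 68 higher and 17 lower without CBX1 replicate 1, 87 and 18 without CBX1 replicate 3, and 90 and 25 without CBX1_W42A replicate 3. Of the 39 RNAs lower with CBX1, 8 were noncoding. A trend with exon GC content is argued against as their source, since 36 of the 39 were among the 39 RNAs lower after its removal. A shift of RNAs that the paper lists for the dPC reader did not account for them either. These RNAs moved the other way, with a median log2 fold change of 0.37 for CBX1 against CBX1_W42A over 676 RNAs, at percentile 100 of 10000 lists matched on abundance and GC content. Homeobox genes may make up part of the 39. After PAX7, LBX1 and HOXA7 had been seen among them, genes of 23 homeobox families were chosen by symbol. Of the 85 that were tested and not called, 84 could be matched, and their median log2 fold change for CBX1 against CBX1_W42A was -0.17, with 23.8% above 0, at percentile 0 of the matched lists. The scalings moved the median of all genes by at most 0.0411 in this comparison. For CBX1_W42A against the control these uncalled homeobox genes lay at percentile 59.28 and for CBX1 against the control at percentile 0. Their difference may thus lie with the CBX1 libraries. For LBX1, which was called, the CBX1_W42A libraries also contributed. Its log2 fold change over the control was 0.79 with CBX1_W42A (adjusted p = 0.0407 from edgeR's quasi-likelihood test) and -0.56 with CBX1 (adjusted p = 0.0685). Whether transcripts of homeobox genes changed in the cells or in their capture was not tested. The W42A change itself, the amount of reader in the nucleus and a change in the transcripts of the transfected cells stay open as explanations. So does a difference in preparation of the CBX1_W42A libraries. None of these was tested.

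Genes of the ZNF set, which the paper does not discuss, were higher with CBX1 than with CBX1_W42A. The median log2 fold change of the 450 ZNF genes tested exceeded that of all other genes by 0.166, and 69.3% of them had a positive log2 fold change (adjusted p = 0.0384 from limma's fry test with Benjamini-Hochberg adjustment over the 3 comparisons, for an unadjusted fry p of 0.0256). The fry test asks whether the set changed at all, not whether it shifted against the other genes. Camera, which tests that shift and presets the correlation between genes, gave an adjusted p of 1.11e-10. Against the control, the shift was 0.175 with CBX1 (adjusted p = 7.41e-06 from camera) and -0.0243 with CBX1_W42A (adjusted p = 0.644 from camera). For a change of the set itself, limma's fry test gave an adjusted p of 0.00838 and 0.983. The median log2 fold change of the set was positive for CBX1 in both comparisons with TMM, RLE, library-size and upper-quartile scaling. For CBX1_W42A against the control it was -0.011 with TMM, -0.0082 with RLE factors, 0.062 with the library size alone and 0.076 with upper-quartile factors. A scaling moves all genes alike, so this change of sign does not bear on the set. The shift against the other genes hardly moved, at -0.0243, -0.0241, -0.0246 and -0.0249 in the same order. The 29 ZNF genes past the thresholds between the readers were all higher with CBX1. Only the real split gave a shift as large for CBX1 against CBX1_W42A (1 of 10, against at most 0.138 in the others) and for CBX1 against the control (1 of 10, at most 0.106), while 8 of 10 did for CBX1_W42A against the control. A single library is argued against by the smallest shift without 1 library, 0.115 without CBX1_W42A replicate 3. However, the fry p rose above 0.05 in 5 of the 6 fits that left out 1 library, up to 0.0833, and was 0.000164 without CBX1_W42A replicate 2, where the shift was 0.247. In that library the ZNF genes deviated upward by 0.0507, against -0.118 and -0.138 in the other CBX1_W42A libraries and 0.108 to 0.121 in the CBX1 libraries. GC content is argued against by the median of the set, which lay at percentile 100 of lists matched on GC content and abundance. Gene length and abundance are argued against by a fry p of 0.0246 and of 0.0252 after removal of those trends. Reads of the called genes assigned to their paralogs stay open. The 421 ZNF genes that were not called added 1.59 times the CPM of those called, with a median log2 fold change of 0.14, but which of them are paralogs of called genes was not determined, so such reads and a rise of these genes themselves cannot be told apart. Position in clusters of ZNF genes also stays open. The 184 other genes in these clusters had a median log2 fold change of 0.03, at percentile 90.53 of matched lists, and the 66 noncoding genes among them 0.23, at percentile 96.78, so the ZNF genes and their clusters cannot be told apart here. Capture near H3K9me3 at these loci is a biological hypothesis that was not tested, since no map of the mark was used here.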

How the results depend on the processing

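The removal of trends with exon GC content, gene length and abundance was chosen only after the result was seen, as was leaving out single libraries for the ZNF set, the correlation of log2 fold changes, the principal components and the rank of LINC00662. All other alternatives were set beforehand.

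The number of CBX1-enriched RNAs, 1330 in edgeR's quasi-likelihood test with TMM factors, remained within 1.5 times under DESeq2, RLE, upper-quartile and library-size scaling, no filter, filterByExpr, all 9 libraries in one fit, the replicate block, a minimum log2 fold change of 1, the removal of the trends with GC content and length, and each fit that left out 1 library. It left this range under the remaining settings. With at least 10 counts in every library it was 838 (720 of them among the 1330), with 360 noncoding RNAs (312 of them among the 644) and 39 depleted RNAs, and 1 RNA was depleted with CBX1_W42A. This filter tests fewer genes. A test of whether the change exceeds log2 0.75 gave 170 RNAs, 60 of them noncoding, and 1 depleted RNA for CBX1, and for CBX1_W42A 1 enriched RNA, 0 noncoding (218 with an unadjusted p below 0.05) and 0 depleted (8 with an unadjusted p below 0.05). Between the readers it gave 2 RNAs higher with CBX1, both CBX1-enriched, and 0 lower (63 with an unadjusted p below 0.05), and 1 RNA enriched with both readers. This test asks more of each gene by construction.

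Scaling by library size alone gave 31 depleted RNAs for CBX1 and 1 for CBX1_W42A, and upper-quartile factors gave 33 and 0 (18 with an unadjusted p below 0.05). No scaling moved the median log2 fold change of all genes by more than 0.0885, the largest move being that of library size alone for CBX1 against the control, or the share of higher calls by more than 10 points. A minimum log2 fold change of 1 gave 24 depleted RNAs for CBX1, 0 for CBX1_W42A (21 with an unadjusted p below 0.05), and 102 higher and 23 lower RNAs between the readers. Without the filter on low counts, CBX1_W42A had 338 enriched RNAs, 152 noncoding ones and 9 depleted ones, 268 RNAs were enriched with both readers, and between the readers 244 were higher and 70 lower, with 197 of the higher ones CBX1-enriched. With all 9 libraries in one fit, 282 RNAs were enriched with CBX1_W42A (180 of them among the 182), 131 of them noncoding, and 235 with both readers. The cause was not tested.

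After the trend with abundance was removed, 609 RNAs were enriched with CBX1 (593 of them among the 1330), 254 of them noncoding (250 among the 644), and 165 were depleted (57 among the 64). For CBX1_W42A, 71 were enriched (69 among the 182), 23 of them noncoding (22 among the 74), and 9 were depleted (2 among the 4). Then 72 CBX1-enriched RNAs were also higher than with CBX1_W42A, and 66 were enriched with both readers. Removing the trend with GC content gave 97 depleted RNAs for CBX1, and removing that with length gave 114, and 10 for CBX1_W42A.

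Taken over all groups, the replicate numbers of the labels showed no pairing of the libraries. Deviations from the group means of libraries with the same number correlated with r between -0.215 and 0.168 (median 0.0822), over 0.1 in 4 of 9 pairs, against -0.283 to 0.224 for the 18 pairs with different numbers. Between CBX1 and CBX1_W42A, r was 0.168, 0.0822 and 0.119 for the same number. It was -0.193 to 0.0863 for different numbers, so pairing in that comparison stays open. With the replicate number as a block, 250 RNAs were higher with CBX1 than with CBX1_W42A (152 of them among the 154), 66 were lower and 187 CBX1-enriched RNAs were also higher, and the shift of the ZNF genes between the readers was 0.168 with a fry p of 0.0565. Counts of the other comparisons stayed within 1.5 times under the block, and the fry p of the ZNF genes in those comparisons stayed on its side of the threshold.

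In the fits that each left out 1 library, the CBX1-enriched RNAs numbered 974 to 1219, the noncoding ones 442 to 560 and the depleted ones 42 (without CBX1 replicate 1) to 74. For CBX1_W42A, the enriched RNAs numbered 32 (without control replicate 1) to 103 (without CBX1_W42A replicate 1), the noncoding ones 12 (without control replicate 1) to 38 (without control replicate 2) and the depleted ones 0 (without CBX1_W42A replicate 3, 40 with an unadjusted p below 0.05) to 8 (without CBX1_W42A replicate 1). All of these fits lowered the number of CBX1_W42A-enriched RNAs by more than 1.5 times. Between the readers, 68 (without CBX1 replicate 1) to 184 RNAs were higher and 17 (without CBX1 replicate 1) to 46 lower, 62 (without CBX1 replicate 1) to 147 CBX1-enriched RNAs were also higher, and 27 (without control replicate 1) to 136 were enriched with both readers. The correlation of both readers' log2 fold changes was 0.699 to 0.789 and the share of the first principal component 43.4% to 53.0%. The shift of the ZNF genes was 0.155 to 0.218 for CBX1 against the control, -0.079 (without CBX1_W42A replicate 2) to 0.00396 (without control replicate 2) for CBX1_W42A against the control, and 0.115 to 0.247 between the readers. LINC00662 ranked 7 to 36 by adjusted p and 367 to 484 by log2 fold change. These fits have fewer libraries, and the cause of single moves was not tested.

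The correlation of 0.753 was 0.681 over genes with a mean count of at least 100. With different control libraries for each reader it was 0.482, 0.550 and 0.546 where CBX1 had control replicate 1, 2 or 3 alone, and 0.512, 0.436 and 0.576 where CBX1 had replicates 1 and 2, 1 and 3, or 2 and 3. The first principal component took 31.9% of the variance over all genes against 47.5% over the 500 most variable. The median of the CBX1-enriched RNAs was 3.05 CPM in the CBX1_W42A libraries against 1.76 CPM in the control libraries, which enter the fold change. By log2 fold change, LINC00662 ranked 420 with DESeq2 and 429 with filterByExpr against 524, among fewer enriched noncoding RNAs.

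For the RNAs named in the text, single values were grouped by comparison over the alternatives set beforehand. For CBX1 against the control, 381 kept direction and side of the threshold of 0.05 for the adjusted p, 15 rose above it, 6 fell below it and 1 reversed. For CBX1_W42A against the control the numbers were 350, 27, 16 and 8, and for CBX1 against CBX1_W42A 359, 10, 10 and 25. Each reversal concerned an RNA whose adjusted p was above it. AC005943.5 had a log2 fold change of 0.27 for CBX1 against the control, which was -0.090 after the trend with abundance was removed and -0.073 to 0.66 without single libraries. For CBX1_W42A against the control it had 0.019, which was -0.16 after removal of the trend with length, -0.23 after that with abundance and -0.18 to 0.30 without single libraries, and between the readers 0.23, with -0.12 to 0.61. The CBX1 gene had -0.060 for CBX1_W42A against the control, which was 0.014 with the library size alone, 0.028 with upper-quartile factors, 0.049 after removal of the trend with abundance and -0.14 to 0.044 without single libraries. C19orf18 had 0.13 in that comparison, with -0.032 after removal of the trend with abundance and -0.34 to 0.89 without single libraries. Between the readers, RP11-500G22.2 had 0.014, with -0.00425 and -0.024 after removal of the trends with GC content and abundance and -0.12 to 0.17 without single libraries. TINCR had -0.017, with 0.023 for the library size alone, 0.00473 for upper-quartile factors, 0.0021 with at least 10 counts in every library, 0.000156 for all 9 libraries in one fit, 0.00546 after removal of the trend with GC content and -0.17 to 0.10 without single libraries. XIST had 0.00492, with -0.014 under the replicate block and -0.13 to 0.17 without single libraries, and LINC00641 0.00212, with -0.000338 without the filter and -0.055 to 0.085 without single libraries. Only fits without single libraries reversed SOX2-OT (0.17, with -0.052 to 0.42), SETD5-AS1 (0.048, with -0.054 to 0.13) and BCYRN1 (-0.14, with -0.34 to 0.019). The cause was not tested.

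With library totals between 8379542 and 11082852 counts, depth limits RNAs of low abundance most. The CBX1-enriched RNAs had a median of 1.76 CPM in the control, and thinning every library to 8379542 counts left 1259 CBX1-enriched and 140 CBX1_W42A-enriched RNAs.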

Differences from the paper's values

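The comparison of the paper's lists with the calls here RNA by RNA was chosen only after the result was seen, and the alternatives named in this part were set before the data were examined.

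The paper's list of RNAs enriched with CBX1_W42A (data file S4) holds 370 RNAs, against 182 here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, 3 gave numbers within 1.5 times of the paper's, namely 338 without the filter on low counts, 282 with all 9 libraries in one fit and 249 with upper-quartile factors. None of them reached 370. The others stayed apart from the paper's 370, with 224 for the library size alone, 201 under the replicate block, 189 for DESeq2, 180 for filterByExpr, 179 for RLE factors, 134 for at least 10 counts in every library, 133 for a minimum log2 fold change of 1, 1 for the test of whether the change exceeds log2 0.75, and 32 to 103 in the fits that each left out 1 library. Among the noncoding RNAs, the paper's list holds 159 against 74 here. The same 3 alternatives came within 1.5 times, with 152, 131 and 106. The others gave 91 for the library size alone, 82 under the replicate block, 74 for DESeq2, 75 for filterByExpr, 71 for RLE factors, 53 for at least 10 counts, 58 for a minimum of 1, 0 for the test of whether the change exceeds log2 0.75 (218 with an unadjusted p below 0.05), and 12 to 38 without single libraries.

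Of the paper's 370 RNAs, 172 were also called here, 198 were not and 10 were called here only. All 370 were tested here, and 368 had a log2 fold change of at least 0.75. The paper's log2 fold changes and those found here differed by a median of 0.0102, with an r of 0.997 across these RNAs. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was below 0.05 for 173 of them and at most 0.164. Most of the paper's RNAs that were not called here thus missed the threshold for the adjusted p. Of the RNAs named here, the paper's CBX1_W42A list holds ANPEP, which was not called here, with a log2 fold change of 0.98 and an adjusted p of 0.0544 (from 0.0196 to 0.162 over its alternatives). It was called in 6 of 15 alternatives, namely the library size alone, upper-quartile factors, no filter on low counts, at least 10 counts in every library, all 9 libraries in one fit and the replicate block.

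For CBX1 against the control, the paper's values of 1301 enriched, 626 noncoding and 675 protein-coding RNAs lay within 1.5 times of the 1330, 644 and 686 found here by edgeR. DESeq2, the test the paper used, gave 1066, 504 and 562 here with the stated filter and thresholds. These were also within 1.5 times but lower, so the paper's exact numbers were not reproduced. Of the paper's 626 noncoding RNAs, 573 were called here and 53 were not, and 71 were called here only. Of the 626, 617 were tested here, all with a log2 fold change of at least 0.75 and an adjusted p of at most 0.0976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper states that more than 1 in 3 of the noncoding RNAs of either list were shared with CBX7, 309 of 859 in its numbers, against 294 of 892 (33.0%) here.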

Other observations

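The removal of trends with GC content, gene length and abundance was chosen only after the result was seen, as were the counts and the split of the ZNF set by chromosome 19, the number of shared RNAs relative to chance and the values of the dPC list with CBX1_W42A, while the other tests in this part were chosen beforehand.

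With CBX1, far more RNAs were enriched than depleted, 1330 against 64, and most were of low abundance. Their median was 1.76 ± 0.0931 CPM (SD, n = 3) in the control libraries, 3.05 ± 0.184 CPM in the CBX1_W42A libraries and 4.53 ± 0.154 CPM in the CBX1 libraries, while the other RNAs tested had a median of 19.4, 19.4 and 19.3 CPM. The paper states a lower expression of these RNAs than of the whole transcriptome from other data (fig. S4H). Because low values in the control raise the fold change, the control level is lowered by the selection. The CBX1_W42A libraries do not enter it, but 97.4% of these RNAs tested there were higher with CBX1_W42A than in the control. Neither level is thus free of bias, although both lay below that of the other RNAs. Only the real one (1 of 10) of the splits of the 6 libraries gave as many enriched RNAs, 1 of 10 as many enriched noncoding RNAs and 1 of 10 as many depleted RNAs, with at most 8 RNAs in one direction in the other 9. Genomic DNA in the CBX1 libraries is argued against, since 97.5% of the enriched RNAs gained more CPM per kb than the olfactory receptor genes held. A difference in library size is argued against by 1259 enriched RNAs with every library thinned to the same total, and a few genes taking most of the counts by 1334 enriched RNAs without the 13 genes that were among the 10 highest of any library. After removal of the trends with exon GC content and gene length, 1199 and 1203 RNAs were enriched (1187 and 1194 of them among the 1330). A trend with abundance may account for a part of the pattern, since 609 RNAs were enriched after its removal, against 165 depleted, but not for all of it. The removal also takes away any true effect that follows abundance, such as capture of chromatin-bound RNAs that are rare in the cell. Which of these applies was not tested.

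The noncoding RNAs enriched with CBX1 shared 154 RNAs with the paper's dPC list and 294 with its CBX7 list. These are 4.47 and 3.88 times the numbers that chance gives. Chance values of control libraries shared by these readers gave at most 1.48 and at most 1.25 times in the simulations with unrelated changes, and so do not account for the overlap. The RNAs of the dPC list were also higher with CBX1_W42A than in the control, with a median log2 fold change of 0.69 over 685 RNAs and 95.9% above 0. The choice of that list by low values in the shared control libraries is argued against as the source, since simulated dPC calls in a group with unrelated changes had a median of at most 0.0741 in 20 simulations. Over the 661 of these RNAs with a known GC content the median was 0.70, at percentile 100 of the lists matched on abundance and GC content, whose own median was 0.167. A common set of RNAs that any reader captures more than the reader-free control is a candidate explanation for part of the overlap. The sample labels carry NLS (nuclear localization signal) for the control as for the CBX1 readers, so a nuclear location alone may not set them apart. No test here separates such a common set from shared regulatory RNAs, which the paper proposes.

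The RNAs higher with CBX1 than with CBX1_W42A were unevenly placed. Chromosome 19 held 39 of the 154 (25.3%) against 1323 of the 19360 genes tested (6.83%), an odds ratio of 4.73 (two-sided Fisher's exact test over genes, which are not independent, p = 4.91e-13). It held 1 of the 39 RNAs lower with CBX1 (CTD-2545M3.2, named after its values were seen), 126 of the 1330 CBX1-enriched RNAs and 14 of the 182 CBX1_W42A-enriched RNAs. Of the 39 higher RNAs, 14 had no ZNF or related name. Within the ZNF set, the 197 genes on chromosome 19 had a median log2 fold change of 0.39 between the readers, with 84.8% above 0, and the 246 on other chromosomes 0.05, with 56.9% above 0. Both lay high among lists matched on abundance and GC content, at percentiles 100 and 99.98.

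Several RNAs that the paper names alongside its CBX7 results were also measured with CBX1. Of these, BCYRN1 is the paper's negative control for RIP-qPCR and XIST an example from earlier work, not reported captures. NEAT1, TINCR, SOX2-OT, SETD5-AS1 and LINC00893 were CBX1-enriched, with log2 fold changes of 1.00, 1.11, 1.18, 0.91 and 1.01 and an adjusted p between 2.60e-05 and 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without CBX1 replicate 2, the adjusted p of SOX2-OT was 0.0558. Every CBX1 library was above every control library for these 5 RNAs, which the call itself selects for higher values with CBX1. Without such a selection, chance separates 3 libraries from 3 in either direction for 10% of genes. Reads were counted only outside the span shared with other genes of the strand, which left 52.6% of the span of LINC00893 (shared with IDS), 72.2% of that of SETD5-AS1 (shared with SRGAP3 and another gene) and 99.6% of that of SOX2-OT. LINC00641 had 0.45 (adjusted p = 0.00756 in that test), under the threshold for the fold change. AC005943.5 had 0.27 (adjusted p = 0.657), XIST 0.36 (adjusted p = 0.074) and BCYRN1 0.55 (adjusted p = 0.217). For BCYRN1, these were 1.15 and 0.0139 without control replicate 1, past both thresholds, and its adjusted p was above 0.05 in the other alternative fits, up to 0.518. The adjusted p of XIST was below 0.05 in 5 of 15 alternative fits (from 0.000426 to 0.303), among them those without control replicate 3 and without CBX1 replicate 2, with log2 fold changes of at most 0.52. With CBX1_W42A, TINCR and SETD5-AS1 were enriched over the control, by 1.10 (adjusted p = 0.0195) and 0.83 (adjusted p = 0.00193). The adjusted p of TINCR rose above 0.05 in 4 of the 6 fits that each left out 1 library, up to 0.0901 without control replicate 1. Their log2 fold changes between the readers were -0.02 and 0.05 (adjusted p = 0.978 and 0.884).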
